# Use of an Activated Beta-Catenin to Identify Wnt Pathway Target Genes in *Caenorhabditis elegans*, Including a Subset of Collagen Genes Expressed in Late Larval Development

**DOI:** 10.1534/g3.113.009522

**Published:** 2014-02-25

**Authors:** Belinda M. Jackson, Patricia Abete-Luzi, Michael W. Krause, David M. Eisenmann

**Keywords:** Wnt, *C. elegans*, collagen, gene expression, cell signaling

## Abstract

The Wnt signaling pathway plays a fundamental role during metazoan development, where it regulates diverse processes, including cell fate specification, cell migration, and stem cell renewal. Activation of the beta-catenin−dependent/canonical Wnt pathway up-regulates expression of Wnt target genes to mediate a cellular response. In the nematode *Caenorhabditis elegans*, a canonical Wnt signaling pathway regulates several processes during larval development; however, few target genes of this pathway have been identified. To address this deficit, we used a novel approach of conditionally activated Wnt signaling during a defined stage of larval life by overexpressing an activated beta-catenin protein, then used microarray analysis to identify genes showing altered expression compared with control animals. We identified 166 differentially expressed genes, of which 104 were up-regulated. A subset of the up-regulated genes was shown to have altered expression in mutants with decreased or increased Wnt signaling; we consider these genes to be *bona fide C. elegans* Wnt pathway targets. Among these was a group of six genes, including the cuticular collagen genes, *bli-1col-38*, *col-49*, and *col-71*. These genes show a peak of expression in the mid L4 stage during normal development, suggesting a role in adult cuticle formation. Consistent with this finding, reduction of function for several of the genes causes phenotypes suggestive of defects in cuticle function or integrity. Therefore, this work has identified a large number of putative Wnt pathway target genes during larval life, including a small subset of Wnt-regulated collagen genes that may function in synthesis of the adult cuticle.

The Wnt signaling pathway is one of the most widely used and essential extracellular signaling mechanisms in metazoans, and components of this pathway are conserved from hydra to humans. Wnts are secreted ligands that regulate a vast number of developmental processes in vertebrates and invertebrates, including cell migration, cell polarity, fate specification, axon guidance, synaptogenesis, and stem cell differentiation and renewal (Clevers 2006; Cadigan and Peifer 2009; MacDonald *et al.* 2009; Clevers and Nusse 2012). Wnts mediate these effects by binding to a conserved coreceptor complex and activating one of several downstream signaling cascades. The most well-studied of these pathways is dependent on the activity of the transcription factor beta-catenin, and is known as the Wnt beta-catenin−dependent signaling pathway or the “canonical” Wnt pathway.

The Wnt beta-catenin−dependent pathway appears to function substantially similarly across the metazoan clade but has been most well characterized in Drosophila and vertebrate species (for review, see Clevers 2006; Cadigan and Peifer 2009; MacDonald *et al.* 2009; Clevers and Nusse 2012). In this pathway, lipid-modified Wnt ligands are secreted from the sending cell and are bound on the surface of a receiving cell by a coreceptor consisting of a member of the seven transmembrane Frizzled receptor family and a single transmembrane receptor of the low-density lipoprotein related protein 5/6 class. Ligand binding regulates the formation of the downstream effector of this pathway, a heterodimeric transcription factor consisting of a member of the TCF/LEF (T-cell factor/lymphoid enhancer factor) family of HMG box-containing DNA binding proteins, and the transcription activator beta-catenin. In the absence of signal, the TCF family member is bound at the promoters of Wnt-regulated genes, where it interacts with transcriptional repressors to keep target gene expression off or low. Meanwhile, beta-catenin is bound by a “destruction complex” consisting of the scaffold proteins Axin and APC and the kinases GSK3beta and CK1, which phosphorylate beta-catenin on conserved sites in its amino terminus, marking it for ubiquitin-mediated degradation by the proteasome. When Wnt ligands are bound, the destruction complex is disrupted by recruitment of some it its members to the activated LRP receptor, which allows beta-catenin to escape phosphorylation and degradation. The stabilized beta-catenin protein translocates into the nucleus and interacts with TCF/LEF, displacing the transcription repressors and recruiting the transcription machinery to activate expression of Wnt-regulated target genes.

The physiological and developmental effects of Wnt signaling on receiving cells is attributable to specific target gene expression, and Wnt pathway targets have been identified in vertebrates and invertebrates by genetic, molecular, bioinformatic, and genomic approaches (Vlad *et al.* 2008; Nusse 2013). Target genes encode a variety of proteins, including downstream terminal effectors such as proteins controlling the cell cycle or cell migration, transcription factors that presumably activate additional indirect target genes, and secreted molecules that may mediate further nonautonomous signaling events. Most target genes contain one or more binding sites for TCF/LEF proteins, which prefer a common core DNA binding site with the consensus CTTTGWW, although other divergent binding sites have also been characterized (Cadigan 2012).

We have previously examined the role of Wnt signaling during larval development in the nematode *C. elegans*. Beta-catenin dependent Wnt signaling is more complex in *C. elegans*, as this species has two beta-catenin dependent Wnt signaling pathways (Eisenmann 2005; Jackson and Eisenmann 2012). A Wnt/beta-catenin dependent “canonical” (WBC) pathway similar to that described in other species is present and uses the beta-catenin BAR-1 and the single worm TCF family member, POP-1. The WBC pathway regulates several developmental events during worm larval life, including regulation of cell fate specification by the vulval precursor cells (VPCs), the posterior hypodermal cell P12, and the progeny of the Q neuroblasts (Eisenmann 2005; Jackson and Eisenmann 2012). In all three of these processes, Wnt signaling appears to regulate expression of one of the *C. elegans* Hox cluster genes.

*C. elegans* also uses a second beta-catenin dependent pathway known as the Wnt/beta-catenin asymmetry (WBA) pathway, which is a major regulator of cell fate specification between daughters of asymmetric cell divisions during development (Mizumoto and Sawa 2007; Jackson and Eisenmann 2012). The WBA pathway uses POP-1 with two different beta-catenin proteins, SYS-1 and WRM-1. Here, Wnt binding leads to the activation of both a Wnt signaling pathway and a mitogen-activated protein kinase/Nemo-like kinase pathway, which converge to cause both a WRM-1−dependent decrease in POP-1 level and an increase in SYS-1 level in the nucleus of only one daughter cell of an asymmetric division. In this cell, POP-1 and SYS-1 heterodimerize and activate target gene expression, whereas in the other daughter cell POP-1 is bound to transcription repressors, so target genes are not activated. The WBA pathway regulates many events in embryonic and larval development that involve differences in fate between daughters of an asymmetric division, including specification of the progeny of the EMS blastomere at the four cell stage, determination of the somatic gonad progenitor cells, and the stem cell−like division of the lateral hypodermal seam cells during larval growth (Mizumoto and Sawa 2007; Jackson and Eisenmann 2012).

Although many details of these two *C. elegans* Wnt pathways are known, our knowledge of target genes regulated by these pathways is minimal. Several *bona fide* targets of the WBA pathway have been identified by molecular genetic methods: *ceh-10*, *ceh-22*, *egl-18*, *elt-6*, *end-1*, *end-3*, *ceh-22*, *ceh-10*, and *psa-3* (Streit *et al.* 2002; Maduro *et al.* 2005; Shetty *et al.* 2005; Arata *et al.* 2006; Lam *et al.* 2006; Bertrand and Hobert 2009; Gorrepati *et al.* 2013). Known targets of the WBC pathway are three *C. elegans* Hox genes (*mab-5*, *egl-5*, *lin-39)*; however, it has not been shown that regulation is direct; in fact, no direct targets of the WBC pathway have been identified to date (Eisenmann *et al.* 1998; Jiang and Sternberg 1998; Maloof *et al.* 1999). Interestingly, all of the Wnt target genes identified to date by genetic methods encode transcription factors, suggesting they may not be the terminal effectors of signaling in these cells. Analysis of the POP-1 binding sites in WBA target genes shows that the *C. elegans* TCF protein binds to the consensus CTTTGWW site, but unlike TCFs in other species, POP-1 also binds DNA sites with a T in the first position (Jackson and Eisenmann 2012). Given the GC content of the *C. elegans* genome (*C. elegans* Sequencing Consortium 1998), the modified POP-1 consensus site (YTTTGWW) is predicted to be present randomly at least once per kilobase in the genome, precluding easy bioinformatics identification of POP-1 target sites.

To begin to address the deficit in our knowledge of the targets of the WBC pathway, we undertook a microarray analysis to identify genes that showed altered expression upon conditional activation of Wnt signaling in living animals during a defined stage of larval life. By comparing gene expression in animals expressing a dominant, activated beta-catenin protein to that in control animals, we identified 166 differentially expressed genes, of which 104 were up-regulated and 62 were down-regulated. Because Wnt signaling usually acts to up-regulate target gene expression, we consider these 104 genes to be candidate Wnt pathway targets in the *C. elegans* hermaphrodite larva. Unlike the genes identified by molecular genetic approaches, only one of these genes encodes a known transcription factor, suggesting they may be downstream effectors of Wnt signaling in the worm. A subset of the up-regulated genes were validated by quantitative polymerase chain reaction (qPCR) analysis, showing altered expression in strains with conditional activation or inhibition of Wnt signaling and in Wnt pathway mutants with decreased or increased Wnt signaling. Among these was a group of six genes, including the cuticular collagen encoding genes, *bli-1col-38*, *col-49*, and *col-71*. We found that these genes show a peak of expression in the mid L4 stage during normal development, and expression at this time is altered in Wnt pathway mutants. The L4 expression of these genes suggests they may be expressed for use in the adult cuticle, and, consistent with this, reduction of function for several of the genes leads to phenotypes suggestive of defects in cuticle function or integrity. Therefore, this work has identified a large number of putative Wnt pathway target genes during larval life, including a small subset of Wnt-regulated collagen genes that may function in synthesis of the adult cuticle.

## Materials and Methods

### *C. elegans* strains

Methods for *C. elegans* culture, maintenance, and genetic manipulation are described in Brenner (1974). References for genes and alleles used in this work are Riddle *et al.* (1997) and Wormbase (www.wormbase.org) (Harris *et al.* 2010; Yook *et al.* 2012). Wild-type refers to *C. elegans* Bristol variety (N2). Mutant alleles used in this work include the following: (LG I): *unc-29(e193)*, *daf-16(mgDf50)*, *pry-1(mu38)*; (LG II): *sptf-2(tm1130)*, *bli-1(e769)*, *F08G2.7(ok1161)*; (LG III): *tag-164(o)*, *unc-119(ed3)*; (LG IV): *dpy-20(e1282)*; (LG V): *him-5(e1490)*, and (LG X): *bar-1(ga80)*. Strains were maintained at 20° except where otherwise noted.

Three heat-shock inducible strains were used in this work: (1) the *hs*::*ΔNTbar-1* strain (KN53; gift of Rik Korswagen) contains the array *huIs7* [pHCK64 *(hsp16.2::MycΔNTbar-1)*; *mec-7*::*GFP*; *dpy-20(+)*], which expresses a Myc-tagged truncated BAR-1 protein expressed from heat shock promoter (Gleason and Eisenmann 2010); (2) the *hs*::*control* strain carries the array *deIs14*, which contains the empty heat shock vector pPD49.78; and (3) the *hs*::*ΔNTpop-1* strain carries the array *deIs15*, which contains pHCK28 (gift of Rik Korswagen), which expresses a truncated POP-1 protein expressed from the heat shock promoter in pPD49.78 [the same plasmid was used previously to create array *huIs4* (Korswagen *et al.* 2000)]. The latter two strains were generated via microinjection into mutant strain *dpy-20(e1282*) of the heat shock construct (50 ng/μL), *mec-7*::*GFP* (Ch’ng *et al.* 2003) (50 ng/μL), and *dpy-20(+)* plasmid pMH86 (Han and Sternberg 1991) (100 ng/μL). Strains carrying YFP translational reporters *col-38(p)*::*YFP*, *col-49(p)*::*YFP*, and *bli-1(p)*::*YFP* were made by injecting reporter plasmid DNA (100 ng/μL), which also contains the *unc-119(+)* gene (Maduro and Pilgrim 1995) into *unc-119(ed3)*. Array integration was performed by gamma irradiation and screening of progeny for >95% *GFP* expression penetrance; in each case, at least three separate lines were backcrossed and characterized.

### Heat shock protocol

Embryos from *hs*::*ΔNTbar-1*, *hs*::*ΔNTpop-1*, and *hs*::*control* strains were collected by hypochlorite treatment and hatched in H_2_O for 20 hr. Arrested L1 animals were transferred to nematode growth media plates with OP50 *E. coli* and allowed to develop to the L2/L3 molt (24 hr). Plates were transferred to 38° for 30 min, then returned to 20°. Worms used for microarray analysis, qPCR validation, and DAF-16 dependence were collected after 1-hr recovery; worms used for YFP reporter analysis were collected at the L3, L4, and adult stages as indicated. An aliquot of *hs*::*ΔNTbar-1* heat-shocked animals was allowed to develop to the adult stage and showed >90% Multivulva (Muv) phenotype, an indication of WBC pathway activation (Gleason *et al.* 2002).

### RNA processing and Affymetrix microarray analysis

Total RNA for microarray analysis was isolated from a minimum of three biological replicates using a QIAGEN RNAeasy mini kit following dissociation with 2.4-mm zirconia beads (BioSpec Products) and either a Savant BIO-101/FP120 homogenizer or a Miltenyi gentleMACS Dissociator. cDNA was generated using the Bio-Rad iScript cDNA synthesis kit. For Affymetrix microarray hybridization, 5 μg of total RNA from three biological replicates of heat-shock treated strains was synthesized into separate pools of double-stranded cDNA. cDNA was *in vitro* transcribed, fragmented, and labeled to produce biotinylated cRNA hybridization targets, which were hybridized to oligonucleotide tags on the Affymetrix *C. elegans* Genome Array Genechip. Data from this article have been deposited with the NCBI Gene Expression Omnibus in dataset GSE51502.

Signal detection and statistical analysis were performed using the Affymetrix MAS 5 software for detection calls and the Partek Genomics Suite software for RMA and statistical analysis. Comparisons were made between the averaged signal amounts of three *hs*::*control* data sets and each of the three experimental *hs*::*ΔNTbar-1* data sets. Criteria used for selection of BAR-1 responsive gene targets were (1) at least a twofold change in signal response to ΔNTBAR-1 overexpression compared with control average, (2) concurrence in directional change for at least two of the three ΔNTBAR-1 induced replicates (*e.g*., increase or decrease of signal), and (3) an analysis of variance p-value of ≤ 0.05. GO term analysis of the target gene list was carried out using the Database for Annotation, Visualization, and Integrated Discovery (DAVID; david.abcc.ncifcrf.gov) (Huang *et al.* 2009a,b) and FuncAssociate at http://llama.mshri.on.ca/cgi/func1/funcassociate (Berriz *et al.* 2009).

### qPCR analysis

For 100 putative Wnt up-regulated genes identified by microarray analysis, qPCR validation was performed on a minimum of two biological replicates; genes that showed preliminary validation (including all 22 class I and II genes) were subject to additional analysis of independent biological replicates for a minimum of three per gene. qPCR analysis was performed on a Bio-Rad iCycler Multicolor System using three technical replicates for all reactions. Relative expression ratios were calculated via the Δ,Δ^Ct^ equation (Pfaffl 2001) using either *gpd-2* or *ama-1* as reference gene. For validation of BAR-1 responsive genes, comparisons were made between synchronized *hs*::*control*, *hs*::*ΔNTbar-1*, and *hs*::*ΔNTpop-1* animals subjected to a heat shock at the L2/L3 molt and recovered for 60 min. For DAF-16 dependence, comparisons were made between synchronized *hs*::*ΔNTbar-1* and *hs*::*ΔNTbar-1;daf-16(mgDf50)* animals subjected to a heat shock at the L2/L3 molt and recovered for 60 min. For temporal expression analysis, arrested wild-type L1 animals were fed and allowed to develop at 25° over a 48-hr time span, with samples collected at 2-hr intervals. Ct (cycle threshold) values were determined for each sample and are presented in normalized units relative to the point of least expression, which was given an arbitrary value of one. For expression analysis in Wnt pathway mutants, comparisons were made between N2 animals and either *pry-1(mu38)* or *bar-1(ga80)* synchronized animals grown at 15° to the developmental time point corresponding to peak target gene expression (L1 larvae: *T26E4.4*, *srw-93*, *oac-30*; L2 larvae: *srw-93*, *oac-30*; L3 larvae: *oac-30*; L4 larvae: *col-38*, *col-49*, *col-71*, *bli-1*, *dao-4*, *dod-23*, *Y41C4A.11*, *T26E4.4*, *oac-30*, *tag-164(ok771)*; *y*oung Adults: *col-38*, *col-49*, *col-71*, *bli-1*, *dao-4*, *dod-23*, *Y41C4A.11*, *sptf-2*, *T26E4.4*, *oac-30*, *srw-93*, *tag-164(ok771)*).

### Construction and analysis of YFP transcriptional reporters

YFP transcriptional reporters were constructed using Invitrogen Gateway cloning technology (*col-38*, *col-49*, *col-71*, *bli-1*, *dao-4*, *Y41C4A.11*, *tag-164(ok771)*, and *Y43C5A.3)* or PCR fusion (*pry-1)*. For Gateway cloning, the 5′ intergenic region of the gene of interest, consisting of the sequence between the ATG translational start site and the next upstream gene, was PCR amplified and inserted upstream of two nuclear localization signals and the YFP coding sequence in pBJ101, an altered destination vector pDEST-YFP containing an *unc-119(+)* minigene. The intergenic region alone was insufficient to drive YFP expression in the *col-71* and *Y41C4A.11* reporters; therefore, we also included the first two and three introns of these genes, respectively. For fusion PCR, the 5′ intergenic region of *pry-1* was amplified from a genomic DNA template, and *2xNLS*::*YFP* was amplified from pPD107.94 (gift of A. Fire, Stanford University School of Medicine, Stanford, CA), to create *pry-1(p)*::*YFP*, which was coinjected with the *unc-119(+)*.

To examine the response of these reporters to ectopic Wnt signaling, integrated *col-38(p)*::*YFP*, *col-49(p)*::*YFP*, or *bli-1(p)*::*YFP* arrays were crossed into *hs-control*, *hs*::*ΔNTbar-1*, and *hs*::*ΔNTpop-1* backgrounds to create nine strains (both arrays were homozygous), which were subjected to the standard L2/L3 molt heat shock protocol and examined for YFP expression at various times using a Zeiss Axioplan 2 microscope, a Nikon DMX 1200 digital camera and Nikon ACT-1 software.

### RNA interference (RNAi) analysis

RNAi plasmids for *col-38*, *col-49*, *col-71*, *dao-4*, *sptf-2*, *tag-164(ok771)*, *pry-1*, *pop-1*, *F08G2.7*, and *Y41C4A.1* were obtained from Ahringer library (Kamath *et al.* 2001). The *bli-1* RNAi plasmid was generated by PCR amplification of a 200-bp fragment from N2 genomic DNA, which was ligated into feeding vector pPD129.36. Induction of dsRNA in *E. coli* strain HT115 (Timmons *et al.* 2001) was as described (Gleason *et al.* 2002). Synchronized L1 larvae grown on dsRNA producing bacteria were grown to the L3, L4, and young adult stages at 15°, 20°, and 25° and examined for obvious phenotypes.

### Cuticle integrity assays

The cuticle integrity of wild-type, mutant (*bar-1*, *bli-1*, *sptf-2*, *tag-164(ok771)*, and *F08G2.7)*, RNAi-treated (*col-38*, *col-49*, *col-71*, and *dao-4*) and RNAi-control animals was determined by permeability to Hoechst stain (Moribe *et al.* 2004). Animals were grown to adulthood on NGM plates with *E. coli* strain OP50, or on RNAi plates with HT115 bacteria expressing dsRNA for the appropriate gene or vector alone. Three-day-old adults were picked and incubated with gentle agitation in 10 μg/mL Hoechst 33258 (Sigma-Aldrich) for 15 min at room temperature, washed in M9 buffer, and analyzed for nuclear staining on a Zeiss Axioplan 2 microscope.

### Western blot analysis

Synchronized *hs*::*ΔNTbar-1* L1 larvae were grown to the L2/L3 molt (24 hr), given a heat shock (38°, 30 min), then returned to 20°. Samples were collected immediately following heat-shock and every hour for 8 hr and stored in lysis buffer at −80° until needed. Western blotting was by standard methods. MYC-tagged ΔNTBAR-1 was detected using HRP conjugated anti-c-MYC antibody (#A 5598; Sigma-Aldrich); actin loading control was detected using anti-β-Actin (# A 3854; Sigma-Aldrich).

### Primer sequences

The sequences of oligonucleotides used for plasmid synthesis and qPCR analysis are available in Supporting Information, Table S8.

## Results

### Use of a heat shock-expressed dominant beta-catenin to identify *C. elegans* genes responsive to Wnt pathway activation

We wished to identify Wnt pathway target genes in *C. elegans*, particularly those responsive to the “canonical” or WBC pathway, which is used at several points during larval development. Forward genetic approaches, although successful at identifying pathway components, have identified few Wnt responsive genes, and bioinformatic methods are of limited utility given the high number of possible POP-1 binding sites (YTTTGWW) in the *C. elegans* genome (>300,000 sites; K. Thompson and D. M. Eisenmann, unpublished results). Therefore, we chose microarray analysis of whole-worm transcriptomes to identify target genes responsive to Wnt pathway activation. One approach would be to compare gene expression in Wnt pathway mutants to that in wild-type animals; however, Wnt pathway inactivation causes changes in cell fate in several tissues during development (Eisenmann 2005; Jackson and Eisenmann 2012), and these alterations could affect our ability to characterize Wnt-dependent gene expression in cells of interest (such as the VPCs). Therefore, we compared gene expression in animals in which the Wnt pathway was conditionally activated to control animals in which it was not. To conditionally activate Wnt signaling, we used *hs*::*ΔNTbar-1*, a transgene that uses the heat shock promoter to express a BAR-1 protein with an amino-terminal deletion (ΔNTBAR-1) predicted to stabilize the protein in the absence of Wnt signaling (Figure 1A) (Gleason *et al.* 2002). A single heat shock of *hs*::*ΔNTbar-1* animals is sufficient to cause activated Wnt signaling phenotypes in fate specification of the ventral hypodermal VPCs and the lateral hypodermal seam cells (Gleason *et al.* 2002; Gleason and Eisenmann 2010). As a control, we used animals containing a transgene with the empty heat shock vector (*hs*::*control*).

**Figure 1:**
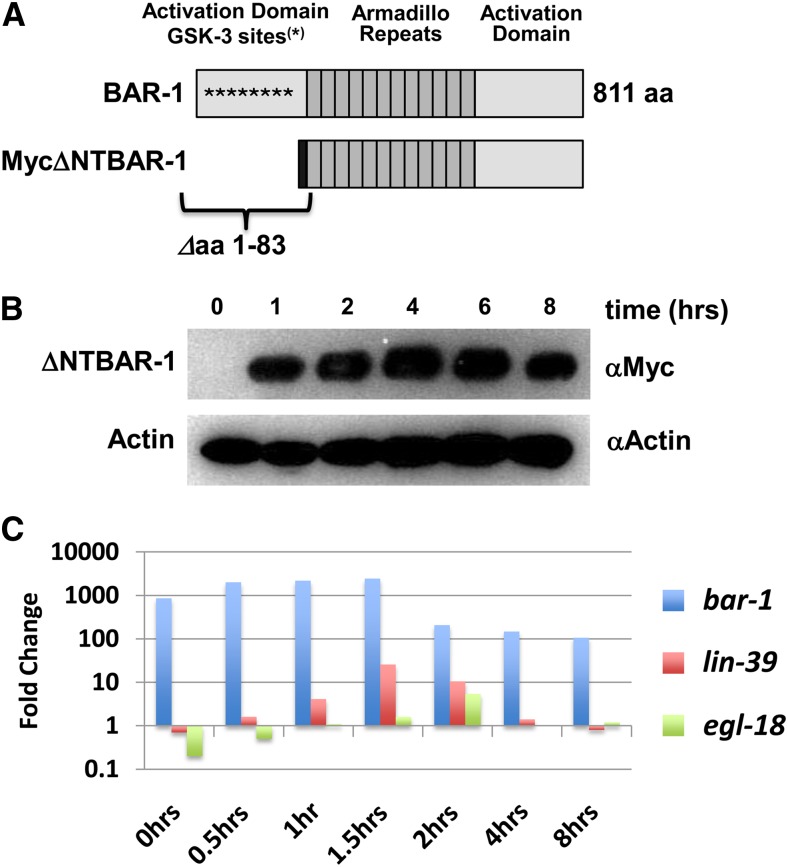
Expression of a truncated version of beta-catenin BAR-1 from the heat shock promoter increases target gene expression. (A) Diagram of the 811 amino acid wild-type BAR-1/beta-catenin protein (top), showing location of major motifs, including eight GSK-3 phosphorylation sites that are deleted in the ΔNTBAR-1 protein (bottom); this protein also incorporates a Myc epitope tag (dark box) at the amino terminus. (B) Western blot analysis showing expression of ΔNTBAR-1 protein in *hs*::*ΔNTbar-1* animals at indicated times after a 30-min heat shock. BAR-1 was detected using anti-Myc antibody. (C) qPCR analysis on transcripts for *bar-1*, *lin-39* [putative WBC pathway target (Eisenmann *et al.* 1998; Wagmaister *et al.* 2006)] and *egl-18* [LIN-39 target in VPCs (Koh *et al.* 2002)], at indicated times after a 30-min heat shock of the *hs*::*ΔNTbar-1* animals relative to *hs*::*control* animals.

We overexpressed ΔNTBAR-1 at the L2/L3 molt (24 hr posthatching), a time during larval development when we showed that both the VPCs and seam cells are susceptible to the activation of Wnt signaling (Gleason *et al.* 2002; Gleason and Eisenmann 2010). Synchronized populations of *hs*::*ΔNTbar-1* and *hs*::*control* worms were grown at 20° to the L2/L3 molt, given a single heat shock at 38° for 30 min, and returned to 20° for further development. This heat shock protocol generates >90% Muv animals, indicating robust pathway activation (Gleason *et al.* 2002). Following this single heat shock, ΔNTBAR-1 protein is present within 1 hr and peaks at 4 hr after heat shock (Figure 1B). To identify an optimal time for collection of RNA after heat shock, we examined the induction of the Hox gene *lin-39*, a putative Wnt target in the VPCs (Eisenmann *et al.* 1998; Wagmaister *et al.* 2006), and the LIN-39 target *egl-18*, which is likely to be an indirect Wnt pathway target in those cells (Koh *et al.* 2002). Based on these data (Figure 1C), and to bias the microarray analysis toward possible direct Wnt pathway target genes, we allowed heat-shocked animals to recover for only 60 min before collecting RNA. Whole worm gene expression patterns were determined for three independent biological replicates for experimental and control strains using the Affymetrix *C. elegans* genome microarray.

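hs::ΔNTbar-1 animals carry a transgene that expresses a Myc-tagged, truncated form of the beta-catenin BAR-1 from a heat shock promoter, and hs::control animals carry the empty heat shock vector. Each condition is a single strain with its own transgene array, and no sample is from animals without heat shock. Other fixed differences between the strains can therefore not be told apart here from a response to ΔNTBAR-1. Here rose and fell mean higher and lower in hs::ΔNTbar-1 than in hs::control animals. bar-1 is the gene on the transgene, so its signal also checks the labels. On the 3 hs::ΔNTbar-1 arrays the bar-1 signal was 7755, 20991 and 16009, and on the 3 hs::control arrays it was 586, 519.5 and 575. This is a log2 fold change of 4.58 (standard error 0.36, n = 3 arrays per group, adjusted p = 0.00775 from limma), with each array on the side its label gives. The call was lost without hs::ΔNTbar-1 replicate 3 (adjusted p = 0.0554), without hs::control replicate 1 (0.052) and without hs::control replicate 2 (0.0556). The only probe set of bar-1 is of a type that can bind transcripts of several genes, and whether its probes bind the transcript of the transgene was not tested.

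RNA of whole worms came from 3 samples of each strain, which the paper describes as independent biological replicates. Worms were grown at 20° to 24 hr posthatching, heat-shocked for 30 min and left to recover for 60 min. The paper gives 38° for the heat shock and 5 µg of RNA per sample, and the sample labels give 30° and 6 µg. The deposited values are linear Affymetrix MAS 5 signals, a measure of hybridization intensity per probe set, and the authors had scaled each array to a trimmed mean of 500.2. The median signal was 134, 141 and 145 on hs::ΔNTbar-1 replicates 1, 2 and 3, and 132, 136 and 143 on the hs::control replicates. On each array 43.1% to 45.6% of the probe sets had a signal under 100. Across probe sets, which are not independent replicates, the log2 signals of 2 arrays had a correlation of 0.979 to 0.981 within a group and of 0.973 to 0.976 between groups. For the tests, each signal was turned into log2(signal + 16), so that fold changes of dim probe sets are understated, and the 22548 probe sets that are not Affymetrix controls were compared with limma and Benjamini-Hochberg adjustment. The number of arrays limits the precision, since an exact permutation test of 3 arrays against 3 cannot give a p below 0.1.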

BAR-1 responsive genes were identified as those that were differentially expressed an average of two fold or more, with a *p*-value ≤ 0.05. These criteria revealed differential expression of 166 genes in response to expression of ΔNTBAR-1, corresponding to 0.8% of the transcripts on the array (Table S1). Of these, 104 genes were up-regulated, with an average increase of 3.3X (range 2.0–21.1X), whereas 62 genes were down-regulated, with an average decrease of 7.2X (range = 2.0–244.4X; however, all but one gene fell in the range 2.0–16.8X, with an average decrease of 3.5X). 

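Of 17138 genes with a probe set that names no other gene, 140 (0.817%) were higher and 105 (0.613%) were lower in hs::ΔNTbar-1 animals by the study's criteria, which are a mean change of at least 2-fold, a p of at most 0.05 in the methods' test and at least 2 of the 3 hs::ΔNTbar-1 arrays on the same side of the control mean. For agreement between replicates, Table S4 of the paper counts those with a significant Increase or Decrease call. Such calls were not used here, so the last rule may be looser than the study's. The genes counted as higher had a mean change of 3.05-fold (median 2.34, range 2 to 23.9), with bar-1 itself at the top of the range. The genes counted as lower had a mean change of 3.46-fold (median 2.47, range 2.01 to 56.7), with the telomere-proximal gene cTel55X.1 at the top of the range. Its signal there was near the bottom of the scale in hs::ΔNTbar-1 animals, so the size of that fold depends on the pseudocount. Of all 282 probe sets that met the criteria, those that name several genes or none included, 101 had a mean signal under 100.

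At an adjusted p under 0.05 in limma, 92 probe sets were higher and 60 were lower, together 0.674% of those tested, and 72 and 48 of them changed at least 2-fold. These are 77 genes that rose and 53 that fell. Without adjustment, 1596 probe sets were higher and 1443 lower at a p of at most 0.05. All 3 hs::ΔNTbar-1 arrays lay above all 3 hs::control arrays at 2407 probe sets and below them at 2275, which is 20.8% of those tested, where chance alone gives 10%. The 152 limma calls became 32, 23 and 33 without hs::ΔNTbar-1 replicate 1, 2 or 3, and 29, 44 and 41 without hs::control replicate 1, 2 or 3. They were 89 with a pseudocount of 1, 2 with the replicate number as a block and 833 with a trended and robust variance model.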

We propose that these ΔNTBAR-1−responsive genes are candidate Wnt pathway targets.

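After bar-1, the genes that rose most were Y41C4A.32 (19.4-fold), warf-1 and C07D8.6 (11.1-fold). warf-1, listed in the paper as arf-1.1, encodes a GTPase of the ADP-ribosylation factor family, and its signal was 1350 ± 145 (SD, n = 3 arrays) in hs::ΔNTbar-1 animals and 67 ± 8.91 in hs::control animals. Its log2 fold change was 4.04 (standard error 0.14, adjusted p = 0.000638 from limma). Y41C4A.32 went from 97.6 ± 20.4 to 2180 ± 372 (log2 fold change 4.28, standard error 0.18, adjusted p = 0.000946). Table S1 does not list this name but Y41C4A.11, a separate gene on the same clone in the reference that no probe set names here, and whether both names stand for 1 signal was not tested. C07D8.6, which the paper describes as an aldehyde reductase, went from 281 ± 42.9 to 3260 ± 167 (3.47, standard error 0.14, adjusted p = 0.000946), the cytochrome P450 gene cyp-33C8 from a mean of 307 to 1600 (2.34, standard error 0.17, adjusted p = 0.00627), and tag-164 from a mean of 161 to 840 (2.26, standard error 0.15, adjusted p = 0.00468).

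Among the genes that fell most were nep-22 (T25B6.2 in the paper), a neprilysin-type peptidase gene whose signal was 137 ± 30.1 (SD, n = 3 arrays) in hs::ΔNTbar-1 animals and 2120 ± 56.2 in hs::control animals (log2 fold change -3.82, standard error 0.17, adjusted p = 0.000946 from limma), and cTel55X.1, at 2010 ± 107 in hs::control animals (-3.78, standard error 0.27, adjusted p = 0.00598). A second probe set of cTel55X.1 gave -5.83. Its mean signal of 4.7 in hs::ΔNTbar-1 animals, against 1150 in hs::control animals, is near the bottom of the scale. The signed fold was -56.7 with the pseudocount and -245 as a ratio of mean signals. The saposin-like gene spp-13 fell (-3.37, standard error 0.22, adjusted p = 0.00468), as did idpp-1 (-2.73, standard error 0.18, adjusted p = 0.00468) and nsph-3.1, listed in the paper as Y69E1A.2 (-2.68, standard error 0.19, adjusted p = 0.00598), whose signal of 3.17 in hs::ΔNTbar-1 animals is near the bottom of the scale (-4.70 and -1.35 with pseudocounts of 1 and 64).

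Of the 105 genes that Table S1 lists as up-regulated, 95 have a probe set of their own. Of these, 94 were higher in hs::ΔNTbar-1 animals, 49 passed limma's test over all probe sets, 94 passed when adjusted over the list alone, and 81 met the study's criteria. The exception was lys-5 (log2 fold change -0.13, adjusted p = 0.839). Of the 63 genes listed as down-regulated, 55 could be measured. All 55 were lower, 25 passed over all probe sets, 55 when adjusted over the list alone, and 48 met the criteria. The median log2 fold change was 1.22 for the genes listed as up-regulated and -1.33 for those listed as down-regulated. With 1 array left out, 9 to 15 of the up-regulated and 7 to 12 of the down-regulated genes passed over all probe sets, whichever of the 6 arrays it was. The study chose this list on these arrays, so it is not independent evidence of either direction.

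From 3 arrays per group, many calls were lost when 1 array was left out. Fewer arrays widen the error by construction, so a lost call does not by itself show that it rested on that array. Of 73 genes named here or at other claims that passed limma's test, 15 passed again without each of the 6 arrays in turn, 23 in 1 to 5 of these cases and 35 in none of them. Y41C4A.32, warf-1, C07D8.6, tag-164, nep-22, spp-13 and idpp-1 are among the 15. cyp-33C8 and nsph-3.1 did not pass without hs::ΔNTbar-1 replicate 2 (adjusted p = 0.0518 for each), and cTel55X.1 did not pass without hs::control replicate 1 (0.0509). From the genes that met its criteria, the paper proposes candidate targets of the Wnt pathway.

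**Figure D1:**
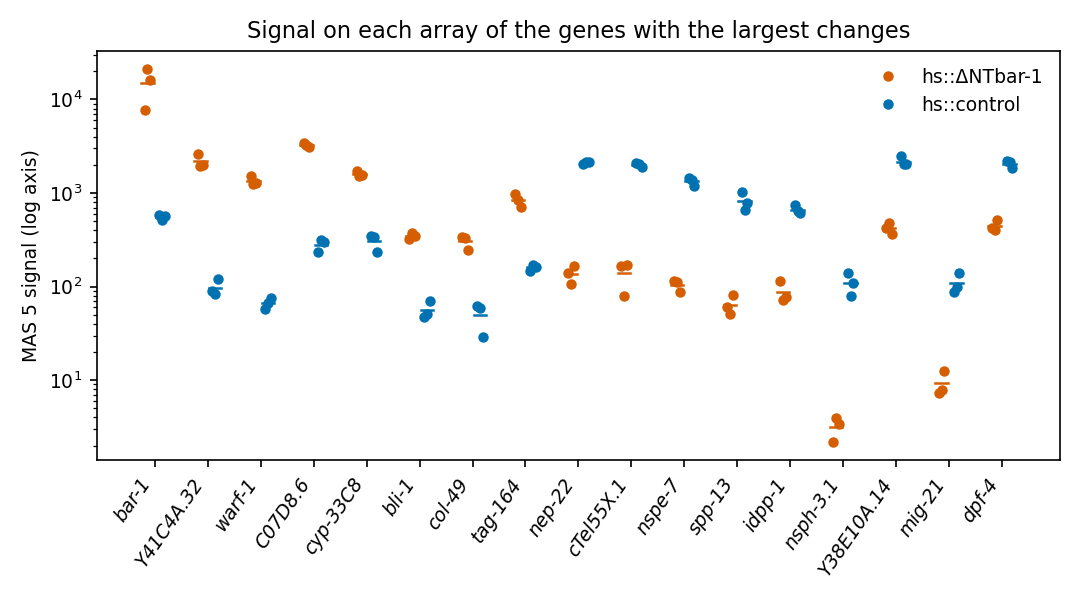
Signal per array (log axis, MAS 5 signal units) of 17 genes with the largest changes among probe sets that passed limma's test and whose groups did not overlap. Each point is 1 of 3 arrays per strain and each line the group mean; the hs::ΔNTbar-1 arrays lie above all hs::control arrays for bar-1 to tag-164 and below them for the other genes.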

Interestingly, we noticed that almost one-quarter of the BAR-1 responsive genes were located near each other on the chromosome (41/166 genes; Table S2). 

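Genes that share the clone in their sequence name changed in the same direction at several places. A shared clone does not make genes adjacent, and gene order was looked at only around ZK593. Y38E10A.14 fell by 2.33 on the log2 scale (standard error 0.15, adjusted p = 0.00468 from limma, n = 3 arrays per group), and nspe-1, nspe-3, nspe-5 and nspe-7, on the same clone, also met the criteria as lower. dpf-4 (F01F1.5), of the dipeptidyl peptidase IV family, and mig-21 (F01F1.13), a gene of Q neuroblast migration, lie on clone F01F1 and fell by 2.18 (standard error 0.14, adjusted p = 0.00468) and 2.29 (standard error 0.19, adjusted p = 0.0105). The signal of mig-21 in hs::ΔNTbar-1 animals, 9.23, is near the bottom of the scale, and its log2 fold change was -3.43 with a pseudocount of 1 and -1.23 with 64. Among the genes counted as higher, pud-3 and pud-4 (F15E11.15 and F15E11.12) rose by 1.93 (standard error 0.15, adjusted p = 0.00769) and 1.89 (standard error 0.19, adjusted p = 0.0149). Y54G2A.10 rose by 1.32 (adjusted p = 0.0353) and Y54G2A.18, on the same clone, by 1.01 (adjusted p = 0.0142). Another probe set of Y54G2A.18 gave 0.66 (adjusted p = 0.277).

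In other pairs at least 1 member passed limma's test. str-250 rose by 1.35 on the log2 scale (adjusted p = 0.00775), with C06B3.7 of the same clone at 1.45 (0.219). The signal of str-250 was dim, at 49.1 and 9.57, and its value was 2.25 with a pseudocount of 1 and 0.62 with 64. glf-1 rose by 1.31 (adjusted p = 0.0142), with H04M03.3 of its clone at 1.11 (0.0972). Y39B6A.7 rose by 1.96 (adjusted p = 0.0112), with the tetraspanin gene tsp-13 of its clone at 1.03 (0.181). F48G7.8 fell by 1.47 (adjusted p = 0.0141), with F48G7.5 of its clone at -1.56 (0.0837), and Y69E1A.5 by 1.12 (adjusted p = 0.0141) on the clone of nsph-3.1, which also fell. On clone F09G2, pitr-5 fell by 1.24 (adjusted p = 0.024), as did ugt-36. No member passed on F35E12, where dct-17 was at 1.06 (0.0706) and F35E12.4 at 1.02 (0.199), on Y58A7A, where Y58A7A.3 was at 1.25 (0.0628) and Y58A7A.5 at 1.75 (0.064), or on T05B4, where phat-5 was at -1.53 (0.0581), T05B4.8 at -1.39 (0.0781) and T05B4.4 at -1.15 (0.159).

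Y38E10A.14 and dpf-4 passed without each of the 6 arrays. mig-21 passed only without hs::ΔNTbar-1 replicate 3, hs::control replicate 1 or hs::control replicate 3 (adjusted p from 0.0357 to 0.0677 over the 6), pud-3 only without hs::ΔNTbar-1 replicate 1 or hs::control replicate 2 or 3 (0.0345 to 0.0518), str-250 only without hs::ΔNTbar-1 replicate 3 or hs::control replicate 2 (0.0421 to 0.0623), Y39B6A.7 only without hs::ΔNTbar-1 replicate 1 or 3 (0.0292 to 0.0719) and F48G7.8 only without hs::control replicate 2 (0.0477 to 0.082). Leaving out any 1 array gave an adjusted p of 0.056 to 0.0774 for pud-4, 0.0716 to 0.142 for Y54G2A.10, 0.0656 to 0.0825 for Y54G2A.18, 0.0647 to 0.0781 for glf-1, 0.0608 to 0.0825 for Y69E1A.5 and 0.0807 to 0.101 for pitr-5; a pseudocount of 1 also ended the calls of Y54G2A.10 (0.0708) and pitr-5 (0.0525).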

Nineteen of the 104 up-regulated genes are on the same cosmid as another up-regulated gene, and almost one-third of the down-regulated genes (20/62) are near another down-regulated gene. Only one of these target gene pairs has been identified as an operon in previous analysis (*C08B11.7/9*) (Blumenthal *et al.* 2002). We calculated that if the entire 100 Mb *C. elegans* genome were contained in cosmids, the probability of 19 pairs of genes located on the same cosmid out of 104 genes is <10^−18^, suggesting that the observed clustering is nonrandom. 

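Of the 140 genes counted as higher by the study's criteria, 18 share a clone with another, on 9 clones, and 26 of the 105 counted as lower do, on 8 clones. The clone with the most is ZK593, with 7 lower genes of unlike functions, of which 6 fell in limma's test. They are pyk-2, a pyruvate kinase gene (log2 fold change -1.49, standard error 0.10, adjusted p = 0.00468, n = 3 arrays per group), lsm-7, of an LSM RNA-binding protein (-1.50, standard error 0.13, adjusted p = 0.0112), lgg-2, of an LC3-type autophagy protein (-1.45, standard error 0.16, adjusted p = 0.0234), fic-1, of a FIC-domain AMPylase (-1.41, standard error 0.14, adjusted p = 0.0142), rbr-2, of a histone H3K4 demethylase (-1.30, standard error 0.10, adjusted p = 0.00769), and ZK593.3 (-1.37, standard error 0.16, adjusted p = 0.0242). The dynactin gene dnc-1 was at -1.28 (standard error 0.21, adjusted p = 0.0675), and its other probe sets passed, at -1.23 (0.0112) and -1.13 (0.0452).

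In 10000 random draws of as many genes from all genes tested, the mean number that shared a clone was 7.83 for the higher genes (highest 26, p = 0.0117 in this permutation test) and 4.43 for the lower genes (highest 18, p = 1e-04, the smallest the draws can give). Counting only genes that share a clone with a gene of another family name or of none, there were 16 higher genes (p = 0.0258, permutation test) and 23 lower genes (p = 1e-04). Genes without a family name pass this rule, and so do the nspe genes on the clone of Y38E10A.14. The count therefore does not leave out all genes of the same family on a clone. With an adjusted p under 0.05 and at least 2-fold, 4 of 60 higher genes (p = 0.166, permutation test) and 16 of 42 lower genes (p = 1e-04) did. For the higher genes, quantile normalization (14 genes, p = 0.0675), centring of each array (12, p = 0.0806), leaving out probe sets that can bind several genes (10, p = 0.0579) and a pseudocount of 1 (28, p = 0.0795) also ended the permutation call. The lower genes that share a clone were 15 of 83 (p = 3e-04, permutation test) without probe sets that can bind several genes, 17 of 63 without dim probe sets, 17 of 50 with a pseudocount of 64 and 47 of 216 with one of 1 (p = 1e-04 in each of these permutation tests).

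For the higher genes the count was 12 (p = 0.163, permutation test) without hs::ΔNTbar-1 replicate 2, 10 (p = 0.452) without hs::ΔNTbar-1 replicate 3, 16 (p = 0.0506) without hs::control replicate 1 and 12 (p = 0.233) without hs::control replicate 2. pyk-2 passed without each of the 6 arrays, lsm-7 only without hs::control replicate 1 or 2 (adjusted p 0.041 to 0.0736 over the 6) and rbr-2 only without hs::control replicate 2 or 3 (0.0477 to 0.0585). In the 6 fits with an array left out, the adjusted p was 0.0623 to 0.102 for lgg-2, 0.052 to 0.0854 for fic-1 and 0.0716 to 0.117 for ZK593.3, and a pseudocount of 1 ended the calls of lgg-2 (0.0543) and ZK593.3 (0.0554).

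**Figure D2:**
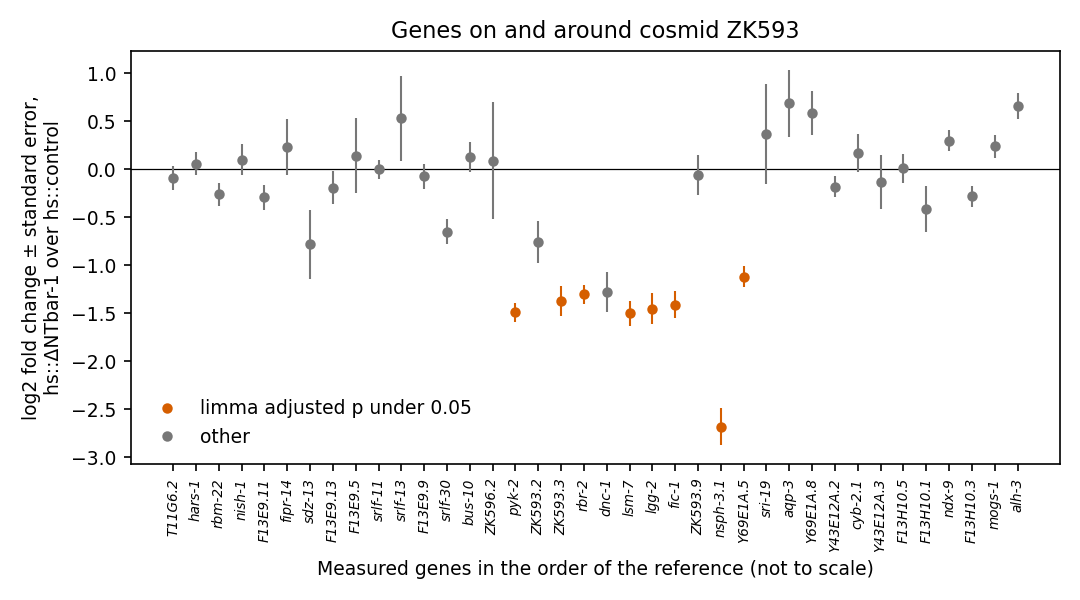
Log2 fold change (hs::ΔNTbar-1 over hs::control, n = 3 arrays each) of 38 genes in the gene order of the reference, with the ZK593 genes in the middle. Points are genes, bars are standard errors, and orange marks an adjusted p under 0.05 from limma; the run from pyk-2 to fic-1 lies below 0 throughout.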

One interpretation of this result is that the clustered genes may be co-regulated from common BAR-1 responsive enhancers located in their vicinity.

### Genes up-regulated upon conditional Wnt pathway activation

Of the 104 up-regulated genes, 51 have been studied previously, 15 encode proteins with an annotated activity, domain or homolog, and 38 are novel genes encoding unknown proteins (Table S1). The products encoded by known genes include collagen proteins (*bli-1*, *col-38*, *col-49*, *col-71*, *col-101*, *col-138*, *col-176*, *lon-3*), proteins involved in protein ubiquitylation and proteolysis (*fbxa-116*, *ubh-4*, *Y47D3B.11*, *F07A11.4*), putative targets of the DAF/insulin signaling pathway (*dao-4*, *dod-21*, *dod-23*), secreted proteins related to hedgehog ligands (*grl-10*, *hog-1*, *wrt-4*), nematode-specific peptides (*nspd-3*, *nspd-6*), O-acyl transferases (*oac-29*, *oac-30*, *oac-31*), UDP-glucuronosyltransferases (*ugt-8*, *ugt-19*), ADP-ribosylation factors (*arf-1.1*, *arl-7*), and aspartyl proteases (*F21F8.4*, *F59D6.3*) [reference for all genes is Wormbase (Harris *et al.* 2010; Yook *et al.* 2012)]. 

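Single genes of proteolysis, secreted hedgehog-related proteins, O-acyl transferases and sugar-transferring enzymes rose in hs::ΔNTbar-1 animals. Of 6 ubiquitin and proteolysis genes that the study names, 5 rose at an adjusted p under 0.05 in limma (6 when adjusted over the list alone). The aspartyl protease gene asp-12 (F21F8.4) rose by 2.13 on the log2 scale (standard error 0.22, adjusted p = 0.0166, n = 3 arrays per group), F07A11.4 by 1.47 (standard error 0.13, adjusted p = 0.0112), plr-1 (Y47D3B.11), a RING-type ligase gene, 2.29-fold (standard error 0.14 on the log2 scale, adjusted p = 0.0256), asp-8 (F59D6.3) by 1.00 (standard error 0.12, adjusted p = 0.0322) and the ubiquitin hydrolase gene ubh-4 by 0.98 (standard error 0.11, adjusted p = 0.0256). The F-box gene fbxa-116 was at 1.48 (adjusted p = 0.0702; 0.91 with a pseudocount of 64). The study chose this list on these arrays, so it is not independent evidence of its direction. In camera the list was higher than other genes (adjusted p = 2.39e-10), but not with an estimated correlation (adjusted p = 0.0988 with an estimated correlation).

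Of 26 genes of insulin pathway output (DAF-16), 2 rose and 2 fell (6 and 7 when adjusted over the list alone, and 6 and 7 at an unadjusted p of at most 0.05). Camera, which tests for a shift in a common direction, gave an adjusted p of 0.929. The list was not split by the direction in which DAF-16 acts on each gene. These counts and camera therefore cannot tell whether DAF-16 output changed. dao-4 rose by 2.23 (standard error 0.22, adjusted p = 0.015; 1.34 with a pseudocount of 64) and dod-23 by 2.06 (standard error 0.12, adjusted p = 0.00468), while the lysozyme gene lys-7 fell by 1.24 (standard error 0.11, adjusted p = 0.0114) and dod-19 fell by 0.73 (standard error 0.10, adjusted p = 0.0475; -0.38 and 0.261 on another probe set). Of 54 hedgehog-related genes, 2 rose and none fell in limma (10 and 1 when adjusted over the list alone, 17 and 5 at an unadjusted p of at most 0.05, 13 and 2 in the methods' test). hog-1 rose by 1.19 (standard error 0.12, adjusted p = 0.015) and wrt-6 by 0.92 (standard error 0.12, adjusted p = 0.0332), wrt-4 was at 1.07 (0.0618), grl-10 at 0.97 (0.0603) and grl-21 at -1.82 (0.132). Camera placed the list above other genes (adjusted p = 0.00201, but 0.343 with an estimated correlation and 0.05 without probe sets that can bind several genes). Table S1, chosen on these arrays, lists hog-1, wrt-4 and grl-10 as up-regulated and grl-21 as down-regulated. The direction of this list is therefore not independent evidence.

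Of 52 oac genes, oac-29 (1.62, standard error 0.14, adjusted p = 0.0112) and oac-31 (1.24, standard error 0.15, adjusted p = 0.0274; 0.92 on another probe set, under 2-fold) rose, oac-30 was at 1.72 (standard error 0.26, adjusted p = 0.0554), 3 passed when adjusted over the list alone, and camera gave an adjusted p of 0.414. Of 64 ugt genes, which encode UDP-glucuronosyltransferases, ugt-19 (1.70, standard error 0.18, adjusted p = 0.0184) and ugt-8 (1.39, standard error 0.20, adjusted p = 0.0488) rose and as many fell (3 higher and 9 lower when adjusted over the list alone), and camera placed the family below other genes (adjusted p = 0.013; adjusted p = 0.242 with an estimated correlation). None of the 6 nspd genes passed limma's test over all probe sets, and 3 were higher when adjusted over the list alone (4 at an unadjusted p of at most 0.05, 3 in the methods' test). Their median log2 fold change was 1.07, and camera gave an adjusted p of 0.0015 (adjusted p = 0.242 with an estimated correlation). The paper names nspd genes as up-regulated on these arrays, so the direction of this list is not independent evidence. acsd-1 (Y71D11A.3) rose by 2.06 (standard error 0.14, adjusted p = 0.00468).

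dod-23 and acsd-1 passed without each of the 6 arrays. asp-12 passed only without hs::control replicate 3 (adjusted p 0.0365 to 0.0946 over the 6), F07A11.4 only without hs::control replicate 2 (0.0345 to 0.0691), dao-4 only without hs::ΔNTbar-1 replicate 3 (0.0486 to 0.086), oac-29 only without hs::control replicate 1 (0.0364 to 0.0682) and ugt-19 only without hs::control replicate 2 (0.0421 to 0.0988). With any 1 array left out, the adjusted p was 0.0658 to 0.115 for plr-1, 0.0854 to 0.127 for asp-8, 0.0721 to 0.119 for ubh-4, 0.056 to 0.0732 for lys-7, 0.121 to 0.17 for dod-19, 0.052 to 0.086 for hog-1, 0.0838 to 0.142 for wrt-6, 0.0575 to 0.117 for oac-31 and 0.0658 to 0.17 for ugt-8. A pseudocount of 1 ended the calls of dao-4 (0.054), asp-8 (0.0587), plr-1 (0.0543), ubh-4 (0.0525), dod-19 (0.0763), wrt-6 (0.0608), oac-31 (0.0578) and ugt-8 (0.088), centring of each array those of asp-8 (0.0572) and wrt-6 (0.0639), quantile normalization that of dod-19 (0.0559), and leaving out probe sets that can bind several genes that of ugt-8 (0.0572).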

Gene Ontology term analysis indicates that the only statistically overrepresented gene class among the up-regulated genes was genes encoding structural components of the cuticle such as collagens (Table S3). 

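Of 155 collagen genes measured, 7 rose and 1 fell at an adjusted p under 0.05 in limma (15 and 5 when adjusted over the list alone). Among those that rose was col-38, whose signal was 5380 ± 366 (SD, n = 3 arrays) in hs::ΔNTbar-1 animals and 1310 ± 100 in hs::control animals (log2 fold change 2.03, standard error 0.12, adjusted p = 0.00468). bli-1, a collagen gene of the struts of the adult cuticle, rose by 2.34 (standard error 0.15, adjusted p = 0.00468), and by 2.96 on another probe set. col-49 rose by 2.32 (standard error 0.25, adjusted p = 0.0194), col-71 by 2.08 (standard error 0.24, adjusted p = 0.0259), col-63 by 1.94 (standard error 0.18, adjusted p = 0.014), col-101 by 1.94 (standard error 0.28, adjusted p = 0.0496) and col-138 by 1.21 (standard error 0.11, adjusted p = 0.0135). The other two that the study lists were at 1.17 (col-176, adjusted p = 0.124) and 1.13 (lon-3, 0.0524).

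By the study's criteria, 9 collagen genes were among the 140 higher genes, where 1.27 are expected (odds ratio 7.93, Fisher's exact test, two-sided, p = 5.12e-06). Of the 77 genes that rose in limma, 7 were collagen genes (p = 6.12e-06 in the same exact test). The paper reported this class from the same arrays, so these tests are not independent evidence. Over the whole list the median log2 fold change was 0.17, and camera placed it above other genes (adjusted p = 0.00049; adjusted p = 0.444 with an estimated correlation), while fry, which tests a list against no change, gave an adjusted p of 0.0709. Molting genes (median 0.22, camera adjusted p = 0.00535) and hypodermis markers (0.19, 0.031), of which 6 of 12 are collagen genes, also lay above other genes, and pharynx markers below (-0.29, 0.00169), and with an estimated correlation none of these 3 lists passed. bli-1 and col-38 passed without each of the 6 arrays. col-49 passed only without hs::control replicate 3 (adjusted p 0.0398 to 0.104 over the 6), col-63 only without hs::ΔNTbar-1 replicate 1 (0.0472 to 0.072) and col-101 only without hs::control replicate 2 (0.0477 to 0.175), while col-71 (0.0593 to 0.124) and col-138 (0.0594 to 0.0732) passed in none of the 6 cases. A pseudocount of 1 ended the calls of col-49 (0.0626), col-71 (0.0608) and col-101 (0.1).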

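Of 483 genes in the lists of transcription factors, sptf-2, which encodes a zinc finger protein, rose in hs::ΔNTbar-1 animals. Its signal was 524 against 186 in hs::control animals, a log2 fold change of 1.43 (standard error 0.19, n = 3 arrays per group, adjusted p = 0.0368 from limma). The homeobox gene ceh-75 also met the study's criteria, at 1.15 (adjusted p = 0.116) and signals of 39 and 8.03, both dim (2.09 and 0.50 with pseudocounts of 1 and 64). These 2 genes are fewer than the 3.95 expected among the 140 higher genes, a difference that did not pass Fisher's exact test (odds ratio 0.498, two-sided, p = 0.444). None of the 105 lower genes was on the lists, where 2.96 are expected (Fisher's exact test, p = 0.126).

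Of the 52 transcription factor genes with names of their own, none passed limma's test (7 at an unadjusted p of at most 0.05, 6 in the methods' test, none when adjusted over the list alone), and camera gave an adjusted p of 0.687. Of the 431 in families named by prefix, sptf-2 alone passed (none when adjusted over the list alone; 40 at an unadjusted p of at most 0.05 and 35 in the methods' test), and camera gave an adjusted p of 0.374. The lists go by gene name, so factors without such a name are not counted. The adjusted p of sptf-2 was 0.0723 to 0.141 with any 1 array left out, and 0.0759 with a pseudocount of 1.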

Interestingly, unlike the known Wnt targets in *C. elegans*, only one of the 104 BAR-1 responsive up-regulated genes encodes a transcription factor (*sptf-2*); the category of nucleic-acid binding proteins was under-represented (Table S3).

Among the up-regulated genes, expression of the *pry-1/Axin* gene was increased 2.4-fold. 

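pry-1, which encodes Axin, rose in hs::ΔNTbar-1 animals. Its signal was 1680 ± 126 (SD, n = 3 arrays) in hs::ΔNTbar-1 animals and 738 ± 28.4 in hs::control animals, a log2 fold change of 1.16 (standard error 0.11, adjusted p = 0.014 from limma). A second probe set gave 1.34 (adjusted p = 0.0161). Among 29 genes of Wnt pathway components, pry-1 was the only one that passed over all probe sets. When adjusted over the list alone, 5 were higher, and these include the APC-related gene apr-1 (0.72, adjusted p over all probe sets = 0.142), the Frizzled gene lin-17 (0.59, 0.111), the Wntless gene mig-14 (0.49, 0.15) and the Wnt gene mom-2 (1.26, 0.159; 0.82 with a pseudocount of 64).

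As a group the components did not stand apart in camera, which tests a list for a shift in a common direction and can miss changes both ways. The median log2 fold change of the components was -0.08 and their mean 0.08, of opposite sign, and camera gave an adjusted p of 0.898. At an unadjusted p of at most 0.05, 7 of them were higher and 4 lower in limma, and 7 and 6 in the methods' test. Of all probe sets, 13.5% passed at that p in either test. With any 1 of the 6 arrays left out, the adjusted p of pry-1 was 0.0626 to 0.082.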

Axin is a negative regulator of the canonical Wnt signaling pathway, and genes encoding Axin homologs are Wnt pathway targets in vertebrate cells and *Drosophila* (Jho *et al.* 2002; Lustig *et al.* 2002). The observed up-regulation of *pry-1* in response to activated BAR-1 expression indicates that negative pathway feedback via Axin gene up-regulation is likely to be an evolutionarily ancient mechanism of canonical Wnt signaling pathway modulation.

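Among 10 genes regulated by Wnt signaling in earlier work, the Hox cofactor gene psa-3 had the highest log2 fold change, 0.72 (standard error 0.19, adjusted p = 0.191 from limma, n = 3 arrays per group). The Hox genes mab-5, lin-39 and egl-5 were at 0.42 (adjusted p = 0.328), 0.32 (adjusted p = 0.238) and -0.31 (adjusted p = 0.588). The GATA factor genes elt-6, end-1, end-3 and egl-18 were at 0.18, 0.14, 0.07 and 0.03, and the homeobox genes ceh-10 and ceh-22 at -0.06 and -0.16. Second probe sets gave 0.20 for mab-5, 0.15 for egl-18, and the opposite sign for elt-6 (-0.18) and ceh-22 (0.26). end-3 was dim, with a signal of 26.5 in hs::ΔNTbar-1 and 25.2 in hs::control animals.

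None of the 10 passed limma's test over all probe sets or when adjusted over the list alone. At an unadjusted p of at most 0.05, 3 passed in limma (psa-3, 0.00827; lin-39, 0.015; mab-5, 0.0359) and 3 in the methods' test (lin-39, elt-6 and psa-3). Their median log2 fold change was 0.11, and camera gave an adjusted p of 0.232. With 1 array left out the sign turned in some cases for egl-18 (-0.14 to 0.35), ceh-10 (-0.31 to 0.07), end-1 (-0.01 to 0.41) and end-3 (-0.22 to 0.38).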

The known Wnt-regulated genes (WBA: *ceh-10*, *ceh-22*, *egl-18*, *elt-6*, *end-1*, *end-3*, and *psa-3*; WBC*: mab-5*, *egl-5*, and *lin-39)* did not meet the criteria for Wnt-regulated genes (Table S4). All of these genes, except *lin-39*, respond to Wnt signaling during the embryonic or early larval stages of development and might not be expected to be up-regulated in L3 larva. Additionally, HOX genes such as *lin-39* and *mab-5* are expressed in only a few cells and microarray analysis of total worm RNA may not be sensitive enough to detect changes in their levels. Consistent with this, the optimization experiment described above showed that *lin-39* levels do increase when assayed by qPCR. This result suggests that our application of stringent criteria may have identified those genes expressed in a larger number of cells and/or showing larger changes in transcript abundance.

### Genes down-regulated upon conditional Wnt pathway activation

Of the 62 down-regulated genes, 38 have been analyzed previously, four encode proteins with an annotated activity, domain or homolog, and 20 encode unknown proteins (Table S1). The products encoded by the down-regulated genes encode collagen proteins (*col-91*, *col-150*, *col-180*), nematode-specific peptides (*nspb-10*, *nspd-11*, *nspd-12*, *nspe-1*, *nspe-5*, *nspe-7*), P-glycoproteins (*pgp-6*, *pgp-14*) and UDP-glucuronosyltransferases (*ugt-29*, *ugt-54*) [reference for all genes is Wormbase (Harris *et al.* 2010; Yook *et al.* 2012)]. Several of these gene categories were also common among the list of up-regulated genes (collagen, *nsp*, and *ugt* genes). In addition, six of the genes down-regulated by ΔNTBAR -1 expression have been identified as up-regulated when the unfolded protein response is blocked (*abu-1*, *abu-6*, *abu-7*, *abu-8*, *abu-10*, *abu-11*) (Urano *et al.* 2002). 

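Nematode-specific peptide genes of the nspe family, single ugt, pgp and collagen genes fell in hs::ΔNTbar-1 animals. Of 5 nspe genes, 2 fell at an adjusted p under 0.05 in limma and 5 when adjusted over the list alone. nspe-7 went from a mean signal of 1340 in hs::control to 105 in hs::ΔNTbar-1 animals (n = 3 arrays each; log2 fold change -3.49, standard error 0.15, adjusted p = 0.000946). nspe-5 fell by 1.33 (standard error 0.13, adjusted p = 0.014), and nspe-1 was at -1.36 (adjusted p = 0.058). Camera placed the nspe list below other genes (adjusted p = 6.79e-08; adjusted p = 0.12 with an estimated correlation). None of the 4 nspb genes passed limma's test over all probe sets, and 4 were lower when adjusted over the list alone (4 at an unadjusted p of at most 0.05, 3 in the methods' test). nspb-10, nspb-11 and nspb-12 were at -1.41 (adjusted p = 0.0865), -1.49 (0.15) and -1.33 (0.184), and camera gave an adjusted p of 0.00049 (adjusted p = 0.473 with an estimated correlation), and fry, against no change, 0.0753. On hs::control replicate 2 their signals were 583.4, 538.2 and 943.4, each below that gene's signal on the other hs::control arrays; without that array they were at -1.62, -1.86 and -1.67 and did not pass. The probe sets of these 3 genes, and those of nspe-3, nspe-4, nspe-5 and nspe-7, are of a type that can bind transcripts of several genes, so they may not be separate signals. Without such probe sets neither list keeps the 3 genes that a test of a list needs here. Table S1, chosen on these arrays, lists nspe-1, nspe-5, nspe-7, nspb-10, nspb-11 and nspb-12 as down-regulated. The direction of either list is therefore not independent evidence.

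Of the 64 ugt genes, ugt-36 (-1.74, standard error 0.14, adjusted p = 0.0105, near the bottom of the scale in hs::ΔNTbar-1 animals at a signal of 5, and -3.20 and -0.78 with pseudocounts of 1 and 64) and ugt-29 (-1.36, standard error 0.18, adjusted p = 0.0384) fell, as many as rose, and ugt-54 was at -1.24 (0.0956; -0.72 with a pseudocount of 64). When adjusted over the list alone, 3 were higher and 9 lower. The median over the family was -0.17, and camera placed it below other genes (adjusted p = 0.013; adjusted p = 0.242 with an estimated correlation, and 0.0564 without hs::control replicate 2). Of 13 pgp genes, which encode P-glycoproteins, pgp-14 fell (-1.13, standard error 0.14, adjusted p = 0.0332, and 0.0976 on another probe set; 2 higher and 4 lower when adjusted over the list alone), and camera gave an adjusted p of 0.898. The collagen gene col-180 fell by 1.33 (standard error 0.13, adjusted p = 0.015), to a signal of 2480 from 6230, while col-150 was at -1.62 (adjusted p = 0.0693) and col-91 at -0.99 (0.0509). Another probe set of col-150 gave -0.35, but its signals of 19.9 in hs::ΔNTbar-1 and 31.4 in hs::control animals are near the bottom of the scale and measure little.

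nspe-7 passed without each of the 6 arrays, nspe-5 only without hs::control replicate 2 (adjusted p 0.045 to 0.0818 over the 6), ugt-36 only without hs::control replicate 2 or 3 (0.0297 to 0.0677) and ugt-29 only without hs::ΔNTbar-1 replicate 3 (0.0483 to 0.159, and 0.0763 with a pseudocount of 1). With any 1 array left out, the adjusted p was 0.082 to 0.142 for pgp-14 (0.0639 with a pseudocount of 1) and 0.0659 to 0.0784 for col-180.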

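The abu and pqn genes encode proteins with glutamine- and asparagine-rich or related repeats, and some abu genes respond to a blocked unfolded protein response. Of 58 such genes measured, none fell and 2 rose at an adjusted p under 0.05 in limma (9 lower and 4 higher when adjusted over the list alone; 13 lower and 6 higher at an unadjusted p of at most 0.05; 11 and 5 in the methods' test). Of them 6 were lower and 1 was higher by the study's criteria. abu-10 had a log2 fold change of -1.77 (adjusted p = 0.143, n = 3 arrays per group), abu-11 of -1.38 (0.184), abu-8 of -1.35 (0.177), abu-15 (C03A7.4) of -1.28 (0.185) and abu-6 of -1.19 (0.173). Another probe set of abu-10 gave -0.89, but its signals of 2.93 in hs::ΔNTbar-1 and 20.8 in hs::control animals are near the bottom of the scale, where the pseudocount understates the change. On hs::control replicate 2 these 5 abu genes had the lowest signals of the 3 hs::control arrays and on hs::ΔNTbar-1 replicate 2 the highest of their group (abu-10 1328.1 against 2982.1 and 2940, and 972.9 against 493.3 and 575.5). The probe sets of abu-6, abu-8, abu-11 and abu-15 are of a type that can bind transcripts of several genes, so they may not be separate signals. Without hs::control replicate 2 abu-10 was at -2.16 (adjusted p = 0.105), and without hs::ΔNTbar-1 replicate 2 at -2.06 (0.179). pqn-71 was at -2.27 (0.0927) and pqn-75 at -0.93 (0.0619). abu-13 rose by 1.04 (standard error 0.13, adjusted p = 0.0336) and pqn-96 by 0.81 (standard error 0.11, adjusted p = 0.0496), though another probe set of pqn-96 gave -0.13.

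The median of the list was -0.13, and camera did not place it below other genes (adjusted p = 0.0615). With any 1 array left out, the adjusted p was 0.08 to 0.143 for abu-13 and 0.134 to 0.169 for pqn-96. Centring of each array (0.0572 and 0.0685) and a pseudocount of 1 (0.0658 and 0.0775) also ended these calls, and leaving out probe sets that can bind several genes ended that of pqn-96 (0.0628).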

No statistically overrepresented gene class was found among the down-regulated genes (Table S3).

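By the study's criteria, 4 collagen genes were among the 105 lower genes, where 0.95 are expected (odds ratio 4.43, Fisher's exact test, two-sided, p = 0.0152). Besides col-150 and col-180 these were col-58 and col-40, at a log2 fold change of -1.24 (adjusted p = 0.132 from limma) and 2.29-fold lower (adjusted p = 0.147). Their signals were dim, at 45 and 24 in hs::ΔNTbar-1 and 134 and 72.8 in hs::control animals. Over the settings run, col-58 lay between -1.49 and -0.83 and col-40 between -1.71 and -0.64, so in some settings they changed less than 2-fold. Of the 53 genes that fell in limma, 1 was a collagen gene (odds ratio 2.11, p = 0.383 in the same exact test). This is 1 class tested here on its own, and other Gene Ontology classes were not analysed here.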

Since Wnt pathway activation is almost universally known to act via direct up-regulation of target gene expression, we consider that the up-regulated genes we identified represent possible direct targets of Wnt signaling in *C. elegans*, whereas the down-regulated genes are more likely to be indirect targets. We did not pursue further analysis of the BAR-1 responsive down-regulated genes.

### Validation of BAR-1 responsive genes

To identify genes to characterize further, the regulation of these putative targets by Wnt signaling was validated by qPCR. As with the microarray experiments, we compared specific transcript levels between *hs*::*control* and *hs*::*ΔNTbar-1* animals heat-shocked at the L2/L3 molt; however, we also examined transcript levels in heat-shocked animals carrying the integrated transgene *hs*::*ΔNTpop-1*. *ΔNTpop-1* encodes a dominant negative variant of POP-1 in which the amino terminal beta-catenin binding domain is deleted (Korswagen *et al.* 2000). Expression of ΔNTPOP-1 causes a Wnt pathway reduction-of-function phenotype, or blocks expression of a Wnt hyperactive phenotype, in both neurons and hypodermal cells that rely on the WBC pathway during larval development (Korswagen *et al.* 2000; Gleason *et al.* 2002). We expected *bona fide* Wnt pathway targets to show one of two patterns of expression in this analysis. If the target gene is normally expressed at the L2/L3 molt, gene expression should increase with exposure to ΔNTBAR-1 and decrease in response to ΔNTPOP-1 (termed “class 1” targets). Alternatively, if the Wnt pathway target gene is not strongly expressed at the L2/L3 molt, we expect increased expression with exposure to ΔNTBAR-1 but little change in expression in response to ΔNTPOP-1 (termed “class 2” targets). We examined expression of 100 of the 104 up-regulated genes by qPCR and found 39 of 100 were reproducibly up-regulated twofold or greater after ΔNTBAR-1 overexpression in these experiments (data not shown). Of these, 13 were down-regulated 1.7-fold or more in response to expression of dominant negative ΔNTPOP-1 (class 1; Table 1), whereas nine were not (class 2; Table 1). The remaining BAR-1 responsive genes (17/39) were up-regulated upon both ΔNTBAR- and ΔNTPOP-1 overexpression, which is not expected for targets of the WBC or “canonical” Wnt pathway. We pursued further molecular and biological analysis of the 22 qPCR-validated, BAR-1 responsive genes.

**Table 1:** Validated Wnt target genes

		*ΔNTbar-1*	*ΔNTbar-1*	*ΔNTbar-1* *daf-16(lf)*	*ΔNTpop-1*			*bar-1(lf)*	*pry-1(lf)*		
Gene	Protein	MA	qPCR	qPCR	qPCR	DAF-16 dep	Class	qPCR	qPCR	Time	Expression Pattern
*bli-1*	Collagen	6.5	13.6	43.5	0.6	n	2	0.5	7.9	yAd	L4 peak
*col-38*	Collagen	4.8	12.7	62.2	0.3	n	1	0.2	2.8	yAd	L4 peak
*col-49*	Collagen	3.9	14.3	13.8	0.2	n	1	0.1	2.5	yAd	L4 peak
*col-71*	Collagen	3.6	14.5	36.9	0.6	n	2	0.2	3.2	yAd	L4 peak
*dao-4*	Novel	6.5	9.0	7.1	0.1	n	1	0.1	2.8	yAd	L4 peak
*F08G2.7*	Novel	2.7	4.7	10.7	0.7	n	2	0.4	2.5	L4	Flat
*oac-30*	O-acyltransferase	7.1	2.2	34.3	0.1	n	1	0.4	1.0	yAd	Oscillating
*pry-1*	Axin	2.4	3.2	39.5	0.7	n	2	0.3	2.1	L2	Flat
*sptf-2*	Zinc finger	2.5	3.0	3.5	0.2	n	1	0.3	2.6	yAd	Flat
*tag-164(ok771)*	Novel	4.9	2.8	20.4	0.3	n	1	0.3	3.7	yAd	Oscillating
*T26E4.4*	Novel	3.1	3.9	22.3	0.4	n	1	0.5	1.0	yAd	Oscillating
*Y41C4A.11*	Novel	20.6	2.5	3.2	1.0	n	2	0.3	2.6	yAd	L4 peak
*Y43C5A.3*	Novel	2.3	2.7	11.1	1.7	n	2	0.5	2.0	yAd	Flat
*Y71D11A.3*	Novel	4.6	2.7	7.8	1.6	n	2	0.5	1.0	L1	Flat
*arf-1.1*	ADP-ribosylation factor	21.1	14.6	0.1	0.3	y	1	nd	nd	nd	
*cgt-2*	Ceramide glucosyltransferases	2.5	3.3	1.1	1.4	y	2	nd	nd	nd	
*F15E11.15*	Novel	3.7	2.2	1.8	0.4	y	1	nd	nd	nd	
*oac-31*	*O*-acyltransferase	2.0	3.3	0.8	0.8	y	2	nd	nd	nd	
*E03H4.4*	Novel	2.3	26.6	307.1	0.1	n	1	0.1	*0.2*	L3	Oscillating
*fbxa-116*	F box protein	3.6	3.0	nd	0.3	nd	1	*1.0*	*0.1*	L1	Flat
*srw-93*	7TM receptor	3.3	3.3	74.5	0.5	n	1	*1.0*	*0.1*	L3	Flat
*dod-23*	Novel	3.3	4.6	129.8	0.1	n	1	4.5	1.0	yAd	L4 peak

Twenty-two genes that were up-regulated 60 min after expression of ΔNTBAR-1 at the L2/L3 molt are shown; gene name (column 1) and encoded protein function, if known (column 2), are shown. Columns 3 and 4 show the average fold change after ΔNTBAR-1 expression in microarray (MA) and qPCR experiments, respectively. 

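As fold changes of signal + 16, the genes of Table 1 not described elsewhere were higher by 3.17-fold for T26E4.4, 2.39-fold for F08G2.7, 2.47-fold for cgt-2, 2.09-fold for Y43C5A.3 and 1.74-fold for E03H4.4. T26E4.4 went from a signal of 85.2 to 307 (log2 fold change 1.67, standard error 0.18, adjusted p = 0.0214 from limma, n = 3 arrays per group), Y43C5A.3 from 302 to 646 (1.06, adjusted p = 0.0222) and E03H4.4 from 83.3 to 157 (0.80, standard error 0.11, adjusted p = 0.0467). These 3 genes rose. F08G2.7 (1.26, adjusted p = 0.0616), the ceramide glucosyltransferase gene cgt-2 (adjusted p = 0.0737) and the receptor gene srw-93 (1.74, adjusted p = 0.063, at a dim signal of 72.9 in hs::ΔNTbar-1 animals, and 2.88 and 0.86 with pseudocounts of 1 and 64) did not pass the test.

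With any 1 array left out, the adjusted p was 0.0623 to 0.0958 for T26E4.4, 0.0624 to 0.11 for Y43C5A.3 and 0.13 to 0.159 for E03H4.4, while srw-93 passed without hs::control replicate 1 (0.0355). The call of E03H4.4 also ended with quantile normalization (0.0662), centring of each array (0.0744), a pseudocount of 1 (0.0626) and without probe sets that can bind several genes (0.0628). The study first chose these genes on the same arrays, so the array values are not independent evidence of their direction. The paper also reports them as up-regulated by qPCR, which was not analysed here.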

Column 5 shows average fold change after ΔNTBAR-1 expression in a *daf-16* mutant background. Column 6 shows average fold change after ΔNTPOP-1 expression at a similar time point. Column 7 indicates if an increase in expression after exposure to ΔNTBAR-1 was dependent on DAF-16 function. In column 8, class 1 genes show increased expression with ΔNTBAR-1 and decreased expression with ΔNTPOP-1; class 2 genes show increased expression with ΔNTBAR-1 and no change with ΔNTPOP-1. Columns 9 and 10 show average fold change in strains with reduced Wnt signaling (*bar-1(ga80)*) or increased Wnt signaling (*pry-1(mu38)*), respectively; for each gene, the analysis was performed at the time point indicated in column 11. Column 12 shows expression pattern based on YFP reporter gene expression, as described in the text. Y, yes; n, no; nd, not determined; yAd, young adult. Average fold change is the average increase in expression of triplicate experiments; experiments performed by heat shock expression at the L2/L3 molt (columns 3− 6) were compared with heat shock control animals; experiment with *bar-1* and *pry-1* mutant strains (columns 9 and 10) were compared with N2 control animals. MA, microarray; qRT-PCR, quantitative reverse transcription polymerase chain reaction.

### A subset of BAR-1 responsive genes are DAF-16 dependent

In addition to interacting with POP-1/TCF, under conditions of oxidative stress, BAR-1 interacts with the FOXO transcription factor DAF-16 and can increase target gene expression (Essers *et al.* 2005). Therefore, some of our BAR-1 responsive genes could be targets of a BAR-1/DAF-16 interaction. To address this, we compared transcript abundance by qPCR in heat shocked *hs*:: Δ*NT-bar-1* animals and *hs*:: Δ*NT-bar-1*; *daf-16(mgDf50)* animals. We found that four of the 22 BAR-1 responsive genes (*arf-1.1*, *cgt-2*, *F15E11.15*, *oac-31*) were no longer strongly up-regulated by ΔNTBAR-1 in the absence of DAF-16 (Table 1). Interestingly, we noted an increase in expression for 12 of the other 18 BAR-1 responsive target genes in the *hs*:: Δ*NT-bar-1*; *daf-16(mgDf50)* background compared with *hs*:: Δ*NT-bar-1* alone. One possibility is that loss of DAF-16 may increase the pool of BAR-1 available for interaction with POP-1 at the regulatory regions of Wnt target genes, increasing their activation even further. Curiously, the gene *dao-4*, which was identified as a downstream target of the DAF-2/DAF-16 pathway previously (Jiang *et al.* 2001), did not display DAF-16 dependence for its up-regulation by BAR-1. It is possible that *dao-4* is a target of both Wnt (POP-1/BAR-1) and insulin (DAF-16/BAR-1) signaling. Further analysis of the four DAF-16−dependent, BAR-1− responsive genes was not pursued.

### Target genes showed altered expression in Wnt pathway mutant backgrounds *in vivo*

We examined expression of the remaining 18 BAR-1 responsive genes in two Wnt pathway mutant backgrounds. To decrease “canonical” Wnt signaling, we used a *bar-1(ga80)* strain, which contains a putative null mutation affecting BAR-1/beta-catenin. *bar-1(ga80)* animals have a number of developmental defects and reduced expression of the putative Wnt target genes *lin-39*, *mab-5*, and *egl-5* (Eisenmann *et al.* 1998; Maloof *et al.* 1999; Gleason *et al.* 2002; Korswagen *et al.* 2002). To increase “canonical” Wnt signaling, we used a *pry-1(mu38)* strain, which contains a loss-of-function mutation affecting the Wnt pathway negative regulator PRY-1/Axin. *pry-1(mu38)* animals display ectopic expression of the putative Wnt pathway targets *lin-39*, *mab-5*, and *egl-5*, whereas *pry-1* gain-of-function leads to reduced levels of these genes (Eisenmann *et al.* 1998; Maloof *et al.* 1999; Gleason *et al.* 2002; Howard and Sundaram 2002; Korswagen *et al.* 2002; Gleason *et al.* 2006; Oosterveen *et al.* 2007). qPCR analysis showed that fifteen of the eighteen genes analyzed showed decreased expression in the *bar-1(ga80)* background, and 11 of 18 BAR-1 responsive genes showed increased expression in a *pry-1(mu38)* background (Table 1). Four genes (*E03H4.4*, *srw-93*, *fbxa-116*, *dod*-23) did not display the behavior predicted for a Wnt target gene in these backgrounds.

In summary, 14 genes display increased expression in response to the conditional expression of ΔNTBAR-1 and show altered expression in *bar-1(ga80)* or *pry-1(mu38)* mutant backgrounds. These genes (*bli-1*, *col-38*, *col-49*, *col-71*, *dao-4*, *F08G2.7*, *oac-30*, *pry-1*, *sptf-2*, *tag-164(ok771)*, *T26E4.4*, *Y41C4A.11*, *Y43C5A.3*, *Y71D11A.3*) are the strongest candidates among the BAR-1 responsive genes for being *bona fide* Wnt pathway target genes. The products of these genes include four collagens, the Wnt pathway component PRY-1/Axin, an O-acyltransferase, a Zinc-finger transcription factor, and seven novel proteins (Table 1).

### Temporal and spatial expression of Wnt pathway responsive genes

To determine the normal temporal pattern of expression of these Wnt responsive genes, we examined their transcript levels every 2 hr during wild-type development from the L1 to adult stages by qPCR (see Johnstone and Barry 1996); we observed three patterns of expression. First, a flat pattern of expression with little or no change across developmental time was seen for *fbxa-116*, *F08G2.7*, *pry-1*, *sptf-2*, *srw-93*, *Y43C5A.3*, and *Y71D11A.3* (Figure 2A). Second, an oscillating expression pattern, with a peak observed in each of the four larval stages was observed for *E03H4.4*, *oac-30*, *tag-164(ok771)*, and *T26E4.4* (Figure 2B). This type of oscillating expression during larval life has been observed for collagen genes involved in cuticle synthesis, which occurs once in each larval stage (Johnstone and Barry 1996). Third, a distinct peak in expression in the L4 stage was observed for *bli-1*, *col-38*, *col-49*, *col-71*, *dao-4*, *dod-23*, and *Y41C4A.11* (Figure 2C). This pattern is interesting because it indicates that these genes, although normally showing a peak of expression in the L4 stage, can be precociously expressed at the L3 stage in response to ΔNTBAR-1 expression. It is noteworthy that four of the seven “L4 peak” genes encode cuticle collagens. Cuticle collagens are small, collagen-like proteins that are the major component of the *C. elegans* cuticle (Kramer 1997; Johnstone 2000; Myllyharju and Kivirikko 2004). Previously, several other collagen genes have been shown to be expressed at the time of the L4/adult molt, suggesting they are used in the formation of the adult cuticle (Cox and Hirsh 1985; Liu *et al.* 1995).

**Figure 2:**
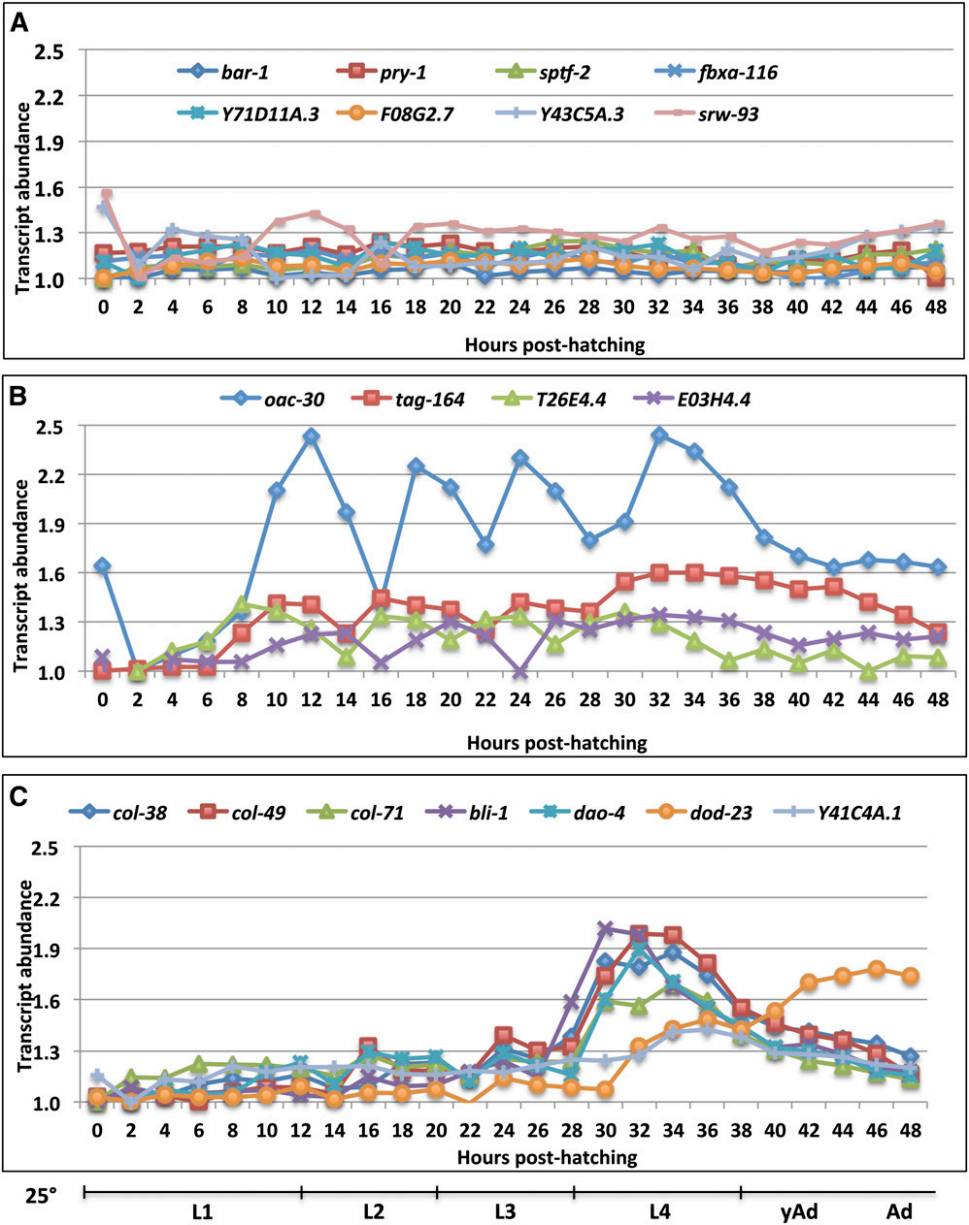
Temporal expression of BAR-1 responsive genes during larval development. Quantitative polymerase chain reaction analysis of selected BAR-1 responsive genes from wild-type animals grown at 25°. RNA samples were taken every 2 hr from hatching to gravid adulthood. For each gene, the data were normalized to the lowest expression point, which was assigned a value of 1.0. The approximate extent of each developmental stage is indicated below the figure. (A) eight genes showing a constant expression pattern during development; (B) four genes showing a peak of expression in each larval stage; (C) seven genes showing a peak of expression in the L4 stage.

To determine the spatial expression patterns of these genes, we created transcriptional reporters for 10 of these genes (*bli-1*, *col-38*, *col-49*, *col-71*, *dao-4*, *pry-1*, *tag-164(ok771)*, *T26E4.4*, *Y43C5A*.3, and *Y41C4A.11)*; these reporters contained the DNA upstream of the gene of interest fused to YFP coding sequences (Table S5). The upstream region of all genes but *col-71*, *Y41C4A.11*, and *tag-164(ok771)* was sufficient to drive YFP expression. For *col-71* and *Y41C4A.11*, the inclusion of large first and second introns allowed expression to be observed; expression was never observed for *tag-164(ok771)*::*YFP*. Expression for *bli-1_(p)_*::*YFP*, *col-38_(p)_*::*YFP*, *col-49_(p)_*::*YFP*, *col-71_(p)_*::*YFP* and *dao-4_(p)_*::*YFP* was seen in nuclei of the hyp7 syncytial hypodermis in the L4 and young adult stages, including nuclei generated from divisions of lateral seam cells and ventral P cells (Figure 3). Expression was also seen in the seam cells themselves in the L4 stage, but not in the cells of the developing vulva (Figure 3). YFP expression was also observed in hyp7 for *T26E4.4_(p)_*::*YFP* and *Y43C5A.3_(p)_*::*YFP* but was seen as early as the L2 stage (Figure 3 and data not shown). We previously showed that *bar-1* is expressed in these same hypodermal cells/nuclei at this time (Eisenmann *et al.* 1998; Natarajan *et al.* 2004). As previously described (Korswagen *et al.* 2002), *pry-1_(p)_*::*YFP* expression was seen in numerous cells in the embryo, and in the seam cells, P cells, VPC, and ventral cord neurons during all larval stages (Figure S1, A and B). Expression of *Y41C4A.11_(p)_*::*YFP* was observed in cells of the pharynx from the L1 through L4 stages (Figure S1C). The expression of an existing *sptf-2*::*GFP* transcriptional reporter in several head neurons was as described (Reece-Hoyes *et al.* 2007) (Figure S1D). Therefore, the YFP reporter data supports the developmental expression data and indicates that a small group of Wnt-responsive genes (*bli-1*, *col-38*, *col-49*, *col-71*, *dao-4*, *T26E4.4*, *Y43C5A.3)*, including several collagen-encoding genes, are expressed during normal development in hypodermal cells at the L4 larval stage.

**Figure 3:**
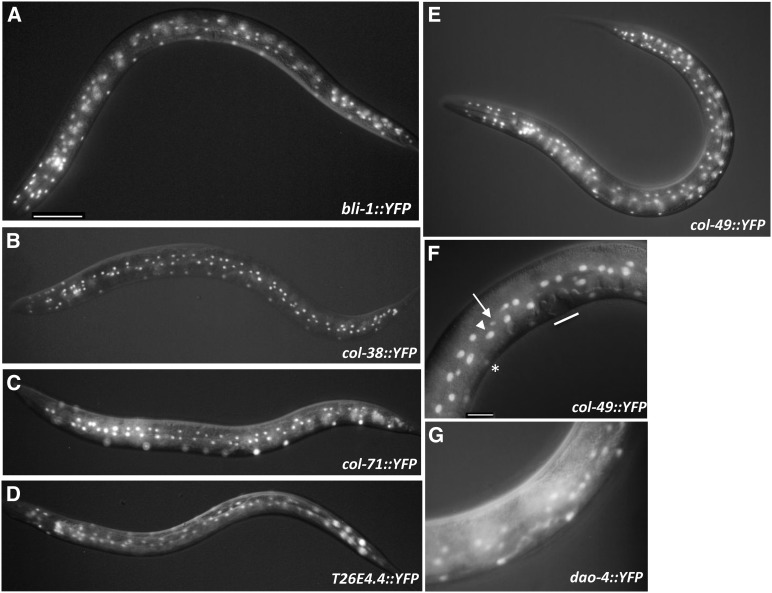
L4 expressed Wnt target genes are expressed in hyp7 hypodermal syncytium. Mid**-**L4 stage animals showing expression of indicated YFP transcriptional reporter in nuclei of the hyp7 syncytial hypodermis, including cells generated by division of the lateral seam cells and the ventral P cells. Each figure shows overlapping fluorescence and Nomarski images. (A) *bli-1*::*YFP*; (B) *col-38*::*YFP*; (C) *col-71*::*YFP*; (D) *T26E4.4*::*YFP*; (E) *col-49*::*YFP*; (F) *col-49*::*YFP*, close-up showing expression in seam cells (arrow), hypodermal daughters of seam cells (arrowhead), daughters of nonvulval Pn.p cells (asterisk), but not in vulval cells (line); (G) *dao-4*::*YFP*. Scale bar in (A) and (F) = 50 um.

### Wnt signaling regulates the temporal but not spatial expression of several *col* genes

Although these genes show increased expression when the Wnt pathway is activated with either a *pry-1/Axin* loss-of-function mutation or expression of ΔNTBAR-1 protein, it is not clear how the increase in expression of these genes is manifested. For example, Wnt pathway activation at the L2/L3 molt could induce expression in cells that do not normally express the genes, or could increase expression in cells that normally have low expression at this time. To examine this question, YFP reporters for three collagen genes that normally show peak expression in the L4 stage, *col-38*, *col-49*, and *bli-1*, were crossed into *hs*::*ΔNTbar-1*, *hs*::*ΔNTpop-1* and *hs*::*control* backgrounds and analyzed for changes in expression after heat shock. For all three *col* gene reporters, we observed an increase in the percentage of animals showing YFP expression in the L3 stage following heat shock expression of ΔNTBAR-1 at the L2/L3 molt, and a decrease in the percentage of animals showing YFP expression at all stages following heat shock expression of dominant negative ΔNTPOP-1 (Table 2). In all cases the YFP expression pattern was the same as that observed in wild type animals, only the penetrance of expression changed (data not shown). These results show that stimulating the Wnt signaling pathway alters the temporal but not the spatial pattern of expression for these three *col* genes, resulting in their expression earlier than their normal peak expression in the L4. This suggests that the normal function of Wnt signaling may be to contribute to expression of these genes in the hypodermal cells in the L4 stage, but that they are in a Wnt-sensitive state at earlier stages.

**Table 2:** Wnt signaling regulates the temporal but not spatial expression of several *col* genes

	L3		L4		Adult	
	n	%YFP^+^	n	%YFP^+^	n	%YFP^+^
*col-38p*::*YFP*						
* hs*::*control*	234	41%	188	82%	83	100%
* hs*::*ΔNTbar-1*	133	76%**	64	73%	68	66%**
* hs*::*ΔNTpop-1*	228	20%**	70	57%**	55	100%
*col-49p*::*YFP*						
* hs*::*control*	105	24%	194	80%	59	92%
* hs*::*ΔNTbar-1*	195	42%*	72	82%	56	82%
* hs*::*ΔNTpop-1*	118	0%**	126	29%**	51	96%
*bli-1p*::*YFP*						
* hs*::*control*	55	0%	45	93%	54	100%
* hs*::*ΔNTbar-1*	114	18%**	52	98%	99	39%**
* hs*::*ΔNTpop-1*	82	0%**	77	100%	72	92%

Arrays containing transcriptional reporters *col-38p*::*YFP*, *col-49p*::*YFP*, and *bli-1*::*YFP* were crossed into strains carrying the integrated arrays *hs*::*control*, *hs*::Δ*NTbar-1*, and *hs*::Δ*NTpop-1*. Each of the resulting nine strains was developmentally synchronized by starvation and L1 feeding, then given a heat shock at the L2/L3 molt. YFP expression was scored at the L3 (columns 2 and 3; 25 hr postfeeding), L4 (columns 4 and 5; 40 hr postfeeding), and young adult stages (columns 6 and 7; 50 hr postfeeding). The number of animals scored and percent of animals showing any YFP expression in hypodermal cells is indicated.

* *P* < 0.05; **P < 0.0001 (Fisher’s exact t-test) significant difference in expression compared with the *hs*::*control* strain

### A small subset of collagen genes are expressed in the L4 and are Wnt-responsive

We wanted to know whether all *col* genes showing L4-specific expression were identified in our microarray analysis, or if only a subset of *col* genes showing peak expression in the L4 were found as Wnt pathway targets. There are 188 *C. elegans* genes that encoded proteins annotated with a collagen or cuticle collagen protein motif in the *C. elegans* database (Harris *et al.* 2010; Yook *et al.* 2012) (we collectively refer to these as *col* genes, even though not all gene names begin with *col*) (Kramer 1994; Johnstone 2000; Myllyharju and Kivirikko 2004). The vast majority of these genes (164) encode nematode cuticle collagens: a small, novel type of collagen found as a major constituent of the nematode cuticle at all stages (Johnstone 2000; Myllyharju and Kivirikko 2004). Recently, the modENCODE project carried out RNAseq analysis of all *C. elegans* genes across seven developmental time points from the early embryo to young adult stages, as well as during entry and exit from the dauer larva alternative developmental stage (Gerstein *et al.* 2010). We examined these data to (1) determine the developmental expression patterns of all *col* genes, and (2) to identify genes with peak expression in the L4 stage. Previous molecular analysis has shown that some *col* genes are expressed at all larval stages, whereas others show increased expression in particular larval stages or in animals entering the dauer stage (Cox and Hirsh 1985; Kramer *et al.* 1985; Levy and Kramer 1993; Liu *et al.* 1995; Johnstone and Barry 1996). Consistent with these earlier results, we found that 117 of the *col* genes analyzed (62%) showed more than half of their total developmental expression during only one stage. Another 28 *col* genes (15%) showed more expression in the dauer larva than in all other normal developmental stages combined. We categorized the *col* genes by the stage at which they showed the majority of their expression, *e.g.*, “L3-peak” (Figure 4, File S1 and Table S6). The modENCODE data support our development time course data; *bli-1*, *col-38*, *col-49*, and *col-71* are all identified as “L4-peak” genes. Three points stand out from this analysis. First, most *col* genes may not show cyclic expression in each of the four larval stages as was observed for a number of *col* genes (Johnstone and Barry 1996) but show a majority of their expression in one developmental stage, as seen for other *col* genes (Cox and Hirsh 1985; Kramer *et al.* 1985; Levy and Kramer 1993; Liu *et al.* 1995). 

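Collagen genes were grouped by the stage of their peak expression as File S1 gives it. Of 11 late embryo-peak collagen genes measured, none passed limma's test over all probe sets (2 at an unadjusted p of at most 0.05, 1 in the methods' test, none when adjusted over the list alone), with log2 fold changes from -0.45 to 0.50. None of 20 L2-peak collagen genes passed (7 unadjusted, 5 in the methods' test, 3 higher and 1 lower when adjusted over the list alone). Their median was 0.32 and their mean 0.05, and they ran from -1.89 for col-102 (adjusted p = 0.407) to 0.77. None of 26 dauer-peak collagen genes passed (6 unadjusted, 3 in the methods' test, 2 lower when adjusted over the list alone), from -1.89 to 0.96. By the study's criteria 1 L2-peak gene (col-58), 2 dauer-peak genes (col-150 and col-40) and 1 adult-peak gene were lower, where a gene can be listed in several groups. The signals of col-58 and col-40 were dim. Of 24 adult-peak collagen genes, col-101 alone rose (3 higher and 1 lower when adjusted over the list alone). Collagen genes without a peak or with a peak in L1 were 49, from -1.33 to 1.13.

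Camera gave adjusted p values of 0.54 for the late embryo, 0.0842 for the L2, 0.468 for the dauer and 0.245 for the adult group. Of 8 L3-peak collagen genes, from -0.06 to 1.17, none passed in limma (2 unadjusted, 1 in the methods' test and 1 when adjusted over the list alone), while camera placed the group above other genes (adjusted p = 0.029; adjusted p = 0.511 with an estimated correlation). That call ended without hs::ΔNTbar-1 replicate 1 (0.193), hs::ΔNTbar-1 replicate 3 (0.0615) or hs::control replicate 3 (0.0722) and with the mean of each gene's probe sets (0.0731).

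**Figure D3:**
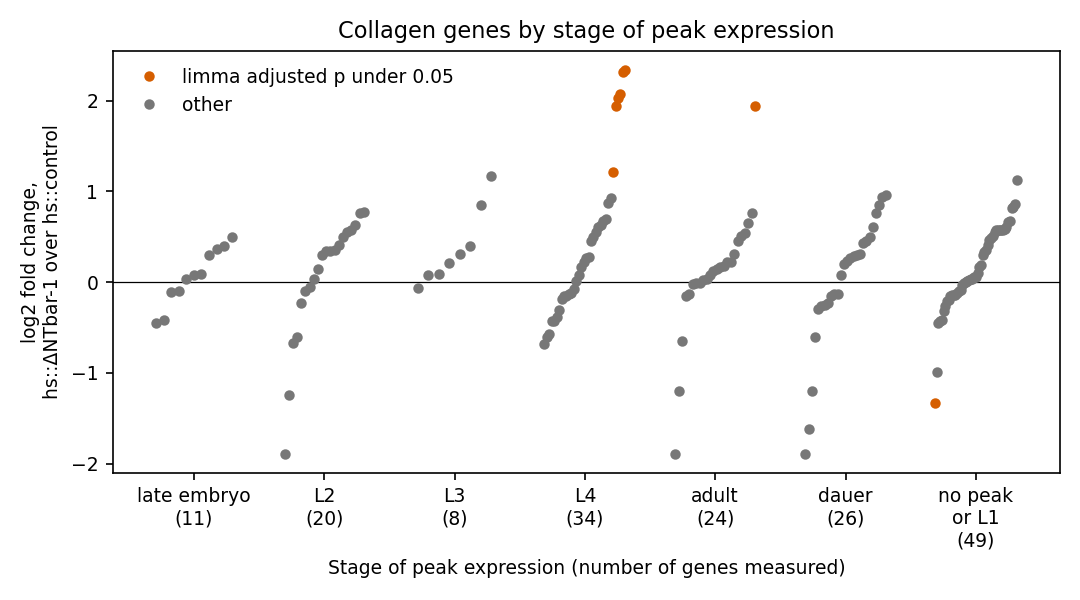
Log2 fold change (hs::ΔNTbar-1 over hs::control, n = 3 arrays each) of collagen genes by stage of peak expression in File S1. Each point is a gene, drawn in each group that lists it, and orange marks an adjusted p under 0.05 from limma; the L4-peak group holds the most orange points and reaches 2.34.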

Second, no *col* genes with peak expression in the embryo, L1, L2, or dauer larva were found as BAR-1 responsive genes by the microarray analysis, suggesting these genes are not sensitive to ectopic Wnt signaling at the L2/L3 molt (Table S1). Third, the four “L4-peak” *col* genes we identified as Wnt pathway responsive genes represent only 10% of 40 “L4-peak” *col* genes, suggesting that a specific subset of *col* genes expressed preferentially in the L4 larva may be regulated by Wnt signaling at that time.

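Of the 40 L4-peak collagen genes of File S1, 34 have a probe set of their own, and 6 of these (17.6%) were higher by the study's criteria and rose in limma (8 when adjusted over the list alone), while none fell (9 higher and none lower at an unadjusted p of at most 0.05, 8 and none in the methods' test). They are bli-1, col-38, col-49, col-63, col-71 and col-138. Among the 140 higher genes 0.278 L4-peak collagen genes are expected (odds ratio 27.1, Fisher's exact test, two-sided, p = 2.97e-07). The other L4-peak collagen genes lay as low as -0.68, and the median of the group was 0.25.

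Camera placed the group above other genes (adjusted p = 0.0015; adjusted p = 0.485 with an estimated correlation), and fry, a test against no change, gave an adjusted p of 0.0446. Without hs::control replicate 2 the camera call was lost (adjusted p = 0.073). Molting genes and hypodermis markers lay above other genes too (median 0.22 and 0.19), and pharynx markers below (-0.29), but not with an estimated correlation (adjusted p = 0.473, 0.473 and 0.343). Except for col-63, these genes are in Table S1, which the study chose on the same arrays, so they are not independent evidence of their direction.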

**Figure 4:**
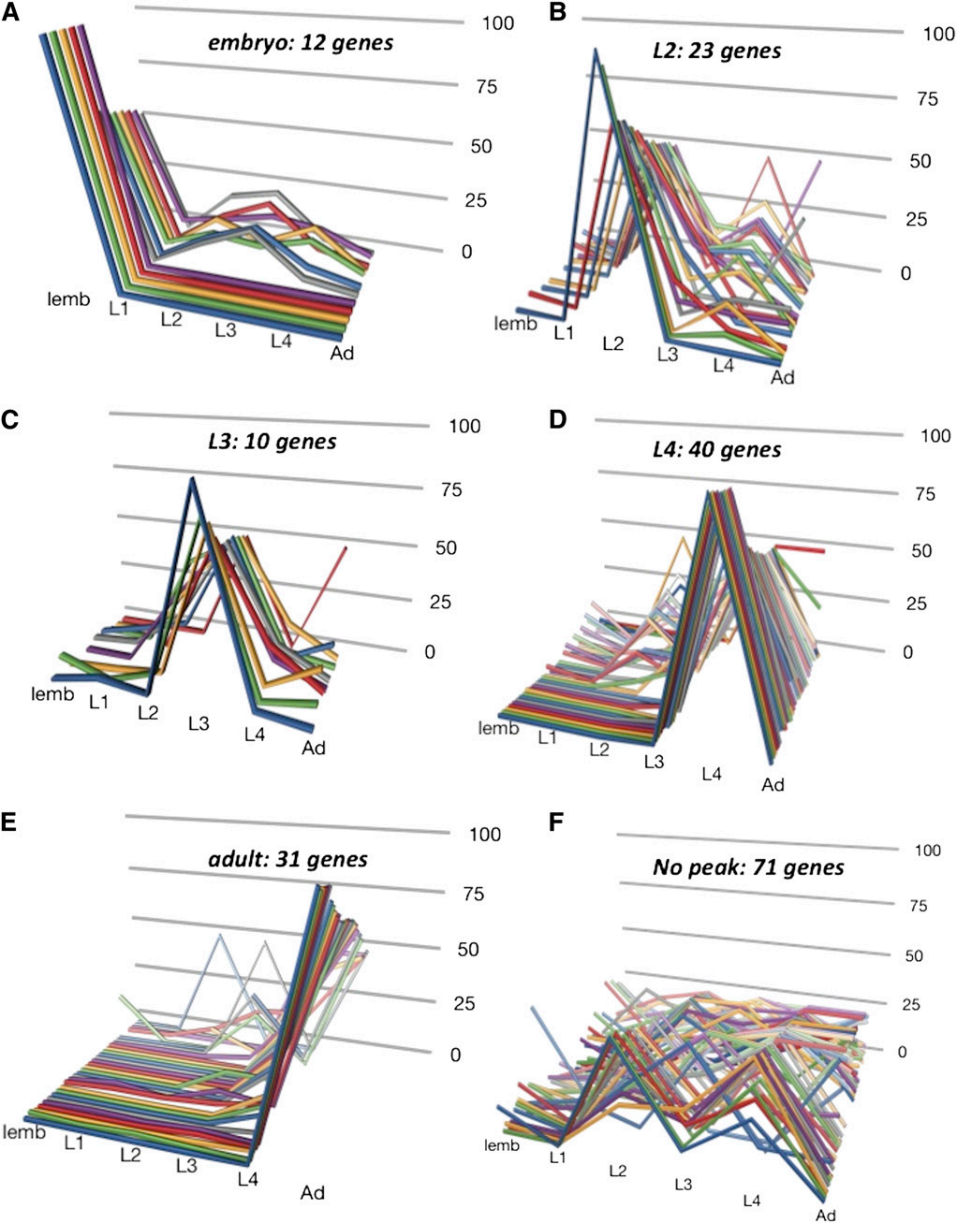
*col* gene peak expression data. Expression data for each *C. elegans* gene encoding a protein with a collagen motif were extracted from the modENDCODE project development expression series (Gerstein *et al.* 2010) and those genes showing 50% or more of their total expression in a particular stage of development were identified (see File S1 and Table S6). For each graph, 100% indicates the total of expression across six developmental time points (late embryo, L1, L2, L3, L4 adult) and the percent expression of each gene in each stage is graphed. “Peak” expression is defined as ≥50% of total expression in any one stage. (A) 10 genes with peak expression in the late embryo; (B) 23 genes with peak expression in the L2 stage; (C) 10 genes with peak expression in the L3 stage; (D) 40 genes with peak expression in the L4 stage; (E) 31 genes with peak expression in the adult; and (F) 71 genes without a peak of expression, as defined previously. Note, only one gene shows peak expression in the L1 stage (not shown).

To identify other genes that may function in a common process with these Wnt-responsive, “L4 peak” *col* genes, we asked which other BAR-1 responsive genes were also expressed preferentially in the L4 stage. 

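Of 794 L4-peak genes of File S2, 631 have a probe set of their own, but only 45 of these had a mean signal of at least 100 at this stage. In limma 10 of the 631 rose and 2 fell (19 and 3 when adjusted over the list alone). By the study's criteria 17 were among the 140 higher genes, where 5.15 are expected (odds ratio 3.69, Fisher's exact test, two-sided, p = 1.56e-05). Besides the collagen genes, tag-164 and dao-4, these include F15E6.4 at a log2 fold change of 1.40 (adjusted p = 0.136 from limma, n = 3 arrays per group), nspd-2 at 1.32 (0.0654), ZK180.6 at 1.28 (0.0651), H23N18.5 at 1.28 (0.0747), BE10.1 at 1.14 (0.082), the glutamine synthetase gene gln-2 at 1.13 (0.092) and F58H1.6 at 1.02 (0.227). Among the 77 genes that rose in limma, 10 were L4-peak genes (odds ratio 3.95, p = 0.000506 in the same exact test). The paper turned to L4-peak genes because responsive genes from these arrays, such as bli-1 and col-38, peaked in L4. These tests on the same arrays are therefore not independent evidence. Of the 17 higher genes, 6 are the L4-peak collagen genes described above.

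As a whole the list did not stand apart in camera (adjusted p = 0.443). Without probe sets that can bind several genes, the odds ratio of the higher genes was 2.1 (Fisher's exact test, p = 0.0888), and without dim probe sets it was 25.2 (12 of 97 genes, p = 1.31e-12), where the filter goes by the mean of all 6 arrays, so that genes can pass it because they rose. In the other settings it lay between 3.02 and 5.31.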

Analysis of the modENCODE developmental data set in the same manner as for the *col* genes identified 794 genes that show ≥50% of their total developmental expression in the L4 stage (File S2 and Table S7), of which only 12 were identified as BAR-1 responsive genes by our microarray analysis (*bli-1*, *col-38*, *col-49*, *col-71*, *col-138*, *dao-4*, *nspd-3*, *tag-164(ok771)*, *H23N18.5*, *Y41C4A.11*, *Y69E1A.2*, and *ZK180.6)*. These data indicate that the majority of the BAR-1 responsive genes do not have a peak of expression in the L4 stage. However, the similar temporal expression of a small subset of collagen-encoding genes (*bli-1*, *col-38*, *col-49*, *col-71*, *col-138*) and several novel genes (*dao-4*, *nspd-3*, *tag-164(ok771)*, *H23N18.5*, *Y41C4A.11*, *Y69E1A.2*, and *ZK180.6)* suggests that these genes may function in a common Wnt-regulated process at the L4 stage, perhaps involving adult cuticle synthesis.

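Of the 105 lower genes by the study's criteria 4 (3.81%) were L4-peak genes, where 3.87 are expected (odds ratio 1.04, Fisher's exact test, two-sided, p = 0.796). Among them C28C12.11 fell by 1.06 on the log2 scale (adjusted p = 0.0384 from limma, n = 3 arrays per group), and C33F10.1 was at -1.03 (adjusted p = 0.0618), both from signals under 100. The adjusted p of C28C12.11 was 0.0844 to 0.159 with any 1 array left out, and 0.0636 with a pseudocount of 1; its value was -0.66 with a pseudocount of 64. The odds ratio of the lower genes fell below 1 with quantile normalization (0.768), with centring of each array (0.909), without dim probe sets (0), with a pseudocount of 64 (0.533) and without hs::control replicate 1 (0.706), and passed the exact test in none of these settings.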

### RNAi knockdown of several BAR-1 responsive genes causes body morphology, molting, vulval induction, and other phenotypes

Except for *bli-1* (Brenner 1974), none of the *col* genes we identified as Wnt pathway targets has been mutated previously. To begin to address the biological function of these *col* genes and the other genes with similar temporal and spatial expression patterns, we used RNA interference to reduce their expression and assayed for any obvious phenotypes. We used the method of “L1 feeding RNAi”: wild-type animals were synchronized as L1 larvae and grown at 15°, 20°, and 25° on *E. coli* expressing dsRNA specific to each gene of interest (Ahringer 2006). These same animals were then examined at the L3, L4, and young adult stages for phenotypes associated with Wnt signaling defects, known collagen mutant phenotypes, molting, or cuticle defects. We observed several defects suggesting that reduced function for some of these genes affects the integrity of the worm cuticle (Table 3).

**Table 3:** RNAi phenotypes

RNAi	Rupture Ad	Shrinkwrap Ad	Blister Ad	Dumpy Ad	Molt/Hyp L4	Molt/Hyp Ad	Vulva UI L4	Vulva OI Ad
Control	1	0	0	0	3	9	3	0
*col-38*	2	20**	0	3	24**	15	5	0
*col-49*	5	0	0	11*	3	7	9	0
*col-71*	4	0	0	8*	6	14*	3	0
*bli-1*	11*	0	97**	0	3	0	0	0
*dao-4*	3	0	0	9*^,^*^a^*	4	1	14*	0
*Y41C4A.11*	0	0	0	0	1	0	0	0
*sptf-2*	23**	5	0	0	5	3	3	0
*pry-1*	12*	0	0	0	7	23**	1	5*
*F08G2.7*	2	0	0	0	9*	12	4	0
*tag-164(ok771)*	3	0	0	0	23**	33**	5	0

Control RNAi animals (vector control) or animals treated as newly-hatched L1 larvae with RNAi to reduce function of the indicated gene were examined for several phenotypes (indicated in the text) as adults (Ad) or in the midL4 stage (L4). RNAi, RNA interference.

* *P* < 0.05, **P < 0.001, Fisher t-test. N > 25 animals scored for all data

#### Body morphology phenotypes:

Most previously described mutations in collagen genes affect body size or morphology (Myllyharju and Kivirikko 2004; Page and Johnstone 2007), as expected for proteins that are the major component of the cuticle, the structure that gives the worm its shape (Kramer 1997; Page and Johnstone 2007). Known mutants display Dumpy, Squat, and Long body size phenotypes, but also Roller (altered mobility) and Blister phenotypes (accumulations of fluid in the cuticle). The *bli-1* gene is known to cause a Blister phenotype when mutated (Brenner 1974), and we observed this phenotype robustly with feeding RNAi treatment (Table 3 and Figure 5). We also observed a low penetrance Dumpy phenotype after RNAi for the collagen genes *col-49* and *col-71*, as well as for *dao-4*, which encodes an unknown protein. No other genes displayed body size/morphology phenotypes.

**Figure 5:**
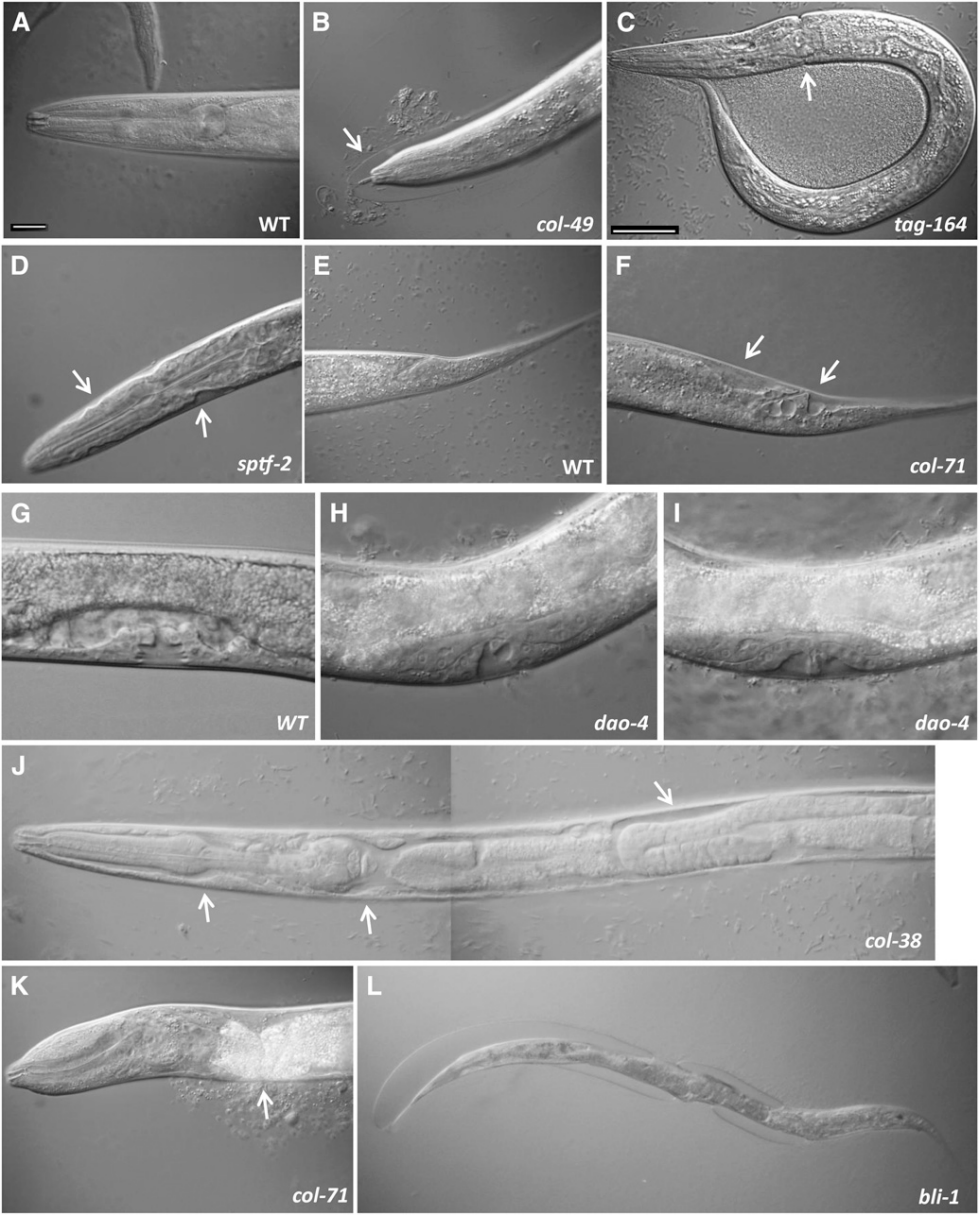
RNAi phenotypes of selected BAR-1 responsive genes. Control RNAi animals (WT = vector control) or animals treated as newly-hatched L1 larvae with RNAi to reduce function of the indicated gene are shown. Animals in (A–K) are mid-L4 stage hermaphrodites. (A) Head region of WT animal; (B) head region of *col-49(RNAi)* animal showing undetached cuticle (arrow); (C) *tag-64(RNAi)* animal showing ring constriction from undetached cuticle (arrow); (D) head region of *sptf-2(RNAi)* animal showing regions where hypodermal cells have retracted from overlying cuticle (arrows); (E) tail region of WT animal; (F) tail region of *col-71(RNAi)* animal showing regions in which hypodermal cells have retracted from overlying cuticle (arrows); (G) vulval invagination (“Christmas tree” stage) in WT animal; (H–I) defective vulval invaginations in *dao-4(RNAi)* animals; (J) anterior half of body of *col-38(RNAi)* animal showing regions in which internal organs appear to have “shrunk” within the psuedocoelomic cavity (arrows; compare to morphology in all other panels); (K) *col-71(RNAi)* animal showing Rupture phenotype at an anterior ventral location (arrow); (L) Bli phenotype in adult *bli-1(RNAi)* hermaphrodite. Scale bar in (A) and (C) = 50 μm. RNAi, RNA interference; WT, wild type.

#### Molting/cuticle/hypodermis phenotypes:

*C. elegans* hypodermal cells secrete a cuticle layer in the embryo for use in the newly hatched L1 larva, and secrete a new cuticle at the end of each larval stage for use in the next stage (Kramer 1997; Page and Johnstone 2007). The cuticle molting cycle consists of three steps: the secretion of cuticle components by the underlying hypodermal cells and formation of a new cuticle under the old one; the separation of the old cuticle from the hypodermal cells; and shedding and escape from the old cuticle by stereotyped twisting motions (Singh and Sulston 1978). We observed two phenotypes that suggest a defect in the underlying cells that secrete the cuticle or in the molting process (Table 3). First, we observed animals with an Mlt phenotype (Frand *et al.* 2005), in which the old cuticle appeared to remain attached, usually at the head or tail, and sometimes manifest as a ring of cuticle around the head of the animal (Figure 5). Second, we observed animals in which the underlying hypodermal cells appeared to pull away from the overlying cuticle (Figure 5). We observed these phenotypes in animals treated to reduce function of *col-38*, *col-71*, *pry-1*, *tag-164(ok771)*, and *F08G2.7* at higher penetrance than control.

#### “Rupture” phenotype:

In *C. elegans*, internal hydrostatic pressure acting against the cuticle exoskeleton gives the worm its shape and allows locomotion (Kramer 1997; Page and Johnstone 2007). Breaks or weak points in the hypodermis or cuticle can result in the internal organs spewing out, typically at the vulval opening, referred to as a ‘Rupture’ phenotype. Animals treated by RNAi for *bli-1*, *sptf-2*, and *pry-1* displayed a Rupture phenotype at higher penetrance than control (Table 3; Figure 5). We also saw an increased frequency of Rupture when adult *col-71(RNAi)* worms were placed in distilled water (C. Kang and D. Eisenmann, unpublished results). The site consistently affected by the *col-38*, *col-71*, and *sptf-2* RNA was in the anterior region, not at the site of the vulva.

#### “Shrink wrap” phenotype:

Typically, in worms observed under Nomarski optics in M9 media, the internal organs of the worm fill the body cavity, and little “empty” psuedocoelomic space is evident. We observed a phenotype in *col-38* and *sptf-2* RNAi-treated animals that we refer to as “Shrink wrap” (Table 3). In affected animals there was a noticeable gap between the outer layer of hypodermis and muscle and the internal organs (intestine, gonad, and pharynx; Figure 5). “Shrink wrap” animals were observed to stop pharyngeal pumping and become immobile after a short time in M9 + levamisole: this behavior was not observed in the control animals. We do not know the cellular or physiological basis of this phenotype, but it could be due to defects in osmoregulation in slide mounting media.

#### Vulval underinduction phenotype:

During induction of the *C. elegans* vulva, the BAR-1 dependent Wnt signaling pathway functions in cell fate specification of the VPCs (Eisenmann *et al.* 1998). Overactivation of the pathway by expression of ΔNTBAR-1 or with a *pry-1/Axin* loss-of-function mutation results in an Overinduced (OI) phenotype (Gleason *et al.* 2002). We recapitulated the *pry-1* Overinduced phenotype weakly by RNAi (Table 3). Conversely, when Wnt signaling is compromised, too few VPCs adopt vulval fates resulting in an Underinduced (UI) phenotype. We found that RNAi treatment to reduce function of *dao-4* caused animals to display an Underinduced phenotype, similar to that seen in *bar-1(ga80)* mutant animals (Table 3 and Figure 5). This suggests that this gene, which is expressed in the hypodermis, seam cells and P cells (which give rise to the VPCs), may function downstream of Wnt signaling during vulval induction.

### RNAi knockdown of several BAR-1 responsive genes causes defects in cuticle integrity

The spatial and temporal expression pattern of *bli-1*, *col-38*, *col-49*, *col-71*, *dao-4*, *T26E4.4*, and *Y43C5A.3* suggests they may be used in the synthesis of the adult cuticle. The cuticle of *C. elegans* serves a barrier or protective function and renders the organism partially resistant to many pharmacological or chemical agents (Kramer 1997; Moribe *et al.* 2004; Partridge *et al.* 2008). Mutants with defects in cuticle integrity show hypersensitivity upon exposure to such compounds (Moribe *et al.* 2004; Partridge *et al.* 2008). To determine whether animals with reduced function for these Wnt-responsive genes showed defects in adult cuticle integrity or function, we exposed adult animals in liquid to the dye Hoechst 33258, which stains chromatin in animals with defective cuticle integrity (Moribe *et al.* 2004). We found that reduction of function for the collagen genes *bli-1*, *col-38*, and *col-49*, as well as the novel gene *dao-4*, caused adult animals to display increased permeability to Hoechst stain (Table 4 and Figure S2). Interestingly, *bar-1(ga80)* mutant animals, which have reduced canonical Wnt signaling, also showed this latter phenotype. These results suggest that compromising expression of these L4-expressed, BAR-1 responsive collagen genes and several other genes showing a similar temporal and spatial expression pattern, partially compromises function of the adult cuticle. This result is consistent with the model that these genes are expressed in the L4 stage for use in the synthesis or function of the adult cuticle.

**Table 4:** Cuticle permeability assay

Strain	Hoechst % Stained
N2	5%
*bar-1(ga80)*	25%**
*bli-1(e769)*	54%**
*tag-164(ok771)*	8%
*sptf-2(tm1130)*	6%
*vector control (RNAi)*	4%
*col-38(RNAi)*	17%**
*col-49(RNAi)*	25%**
*col-71(RNAi)*	7%
*dao-4(RNAi)*	15%**

Cuticle permeability was tested by a 15-min exposure to Hoechst dye in control animals (N2, vector control), animals carrying a *bar-1* loss-of-function mutation, or animals with reduced function for Wnt target genes (mutants for *bli-1*, *tag-164(ok771)*, *and sptf-2*; RNAi treatment for *col-38*, *col-49*, *col-17*, and *dao-4*). The percent of animals with significant nuclear staining after a 15-min treatment is indicated. RNAi, RNA interference.

** *P* < 0.0001, Fisher t-test

## Discussion

The beta-catenin dependent or canonical Wnt pathway plays a major role in the development and homeostasis of all metazoans (Clevers 2006; Cadigan and Peifer 2009; Macdonald *et al.* 2009; Clevers and Nusse 2012). The nematode *C. elegans* contains two beta-catenin dependent Wnt signaling pathways, one of which, termed the “Wnt BAR-1 canonical” pathway (WBC), is similar in components and mechanism to the pathway that has been characterized in Drosophila and vertebrates (Jackson and Eisenmann 2012). The *C. elegans* WBC pathway functions at several points during larval development, including during fate specification by several ventral epithelial cells, including the six VPCs (P3.p−P8.p) and two posterior cells (P11.p and P12.p). There are only three known WBC pathway targets in *C. elegans*, the Hox genes *lin-39*, *mab*-5, and *egl-5*, although in none of these cases has POP-1 binding been shown to be necessary for regulation (Eisenmann *et al.* 1998; Jiang and Sternberg 1998; Maloof *et al.* 1999). Our goal in this work was to use a genomic approach to identify WBC pathway target genes during *C. elegans* larval development. We conditionally activated the Wnt pathway during a defined stage in larval development by expressing a gain-of-function, truncated version of BAR-1 beta catenin from the heat shock promoter. We chose the L2/L3 molt, since previous analysis from our lab has shown that the VPCs are sensitive to expression of this reagent at this time, displaying a Wnt gain-of-function phenotype (Gleason *et al.* 2002). We collected RNA from experiment and control strains 60 min after the heat shock, and used these samples for microarray analysis to identify genes differentially regulated upon Wnt activation. The advantages of this method are (1) it circumvents any cell fate changes that might arise in the cells of interest that would occur if we used Wnt mutant strains; (2) it analyzes expression in the context of the whole organism during normal development unlike other methods which look at gene expression in early embryos or dissociated cells; and (3) due to the short time between the heat shock and RNA sample collection, it is likely to enrich for early targets activated by the pathway, which are more likely to be direct. This method has the caveat that ectopic expression of the activated BAR-1 may increase expression of genes that otherwise would not be expressed at that time, or may allow expression in ectopic locations. However, it should be noted that beta-catenin proteins do not bind DNA on their own but interact with a TCF partner that is pre-bound at promoters, which suggests that this method may only affect genes that are normally regulated by Wnt signaling.

Using this method and the selection criteria we applied to the microarray data, we identified 166 genes differentially regulated by expression of truncated BAR-1/beta-catenin. A total of 104 of these genes were up-regulated, as expected for Wnt pathway direct targets. Among the up-regulated genes are (1) a large number encoding enzymes involved in metabolism, signaling or proteolysis; (2) two encoding proteins containing hedgehog-related domains; (3) three genes identified as downstream targets of the dauer/insulin signaling pathway; (4) eight genes encoding components of the cuticle; and (5) a large number of genes encoding proteins of unknown function. Interestingly, unlike the Wnt target genes identified by previous genetic analysis of Wnt dependent processes, only one of our genes up-regulated upon Wnt pathway activation encodes a transcription factor.

We narrowed our focus for further characterization of select target genes using a series of assays. First, we validated 39 of 100 genes as up-regulated 1 hr after expression of the dominant activated beta-catenin protein using qPCR. We do not know why the validation rate was this low. Although we used the same strains and similar conditions, it is likely that subtle variations in the worm populations or their environment, their synchronization, or the heat-shock protocol led to changes in experimental conditions. We have not seen similar large scale qPCR validations for other *C. elegans* microarray experiments, so we cannot comment on whether this is a common phenomenon; however two other microarray analyses performed in our lab utilizing heat-shock expression of a transcription factor yielded similar validation rates (<50%; J. Siegel and D. Eisenmann; L. Gorrepati, and D. Eisenmann, unpublished results). Of these 39 genes, 22 were regulated as predicted following conditional expression of gain-of-function BAR-1 and dominant negative POP-1 proteins. Four of these 22 genes appeared to be targets of a DAF-16/BAR-1 complex, since they were not up-regulated after expression of ΔNTBAR-1 in a *daf-16(mgDf50)* background and were not considered further. Finally, of the remaining genes, 14 showed decreased expression in animals carrying a loss-of-function mutation in *bar-1/*beta-catenin gene, and 11 of these showed increased expression in animals carrying a mutation in the *pry-1* gene, which encodes the Wnt pathway negative regulator Axin. Since these genes show regulation by Wnt signaling in both gain-of-function (*delNTBAR-1*, *delNTPOP-1*) and loss-of-function [*bar-1(ga80)*, *pry-1(mu38)*] Wnt mutant backgrounds, we consider these 11 genes, *bli-1*, *col-38*, *col-49*, *col-71*, *dao-4*, *F08G2.7*, *pry-1*, *sptf-2*, *tag-164(ok771)*, *Y41C4A.11*, and *Y43C5A.3* likely to be direct targets of the WBC pathway in *C. elegans*.

We examined the normal temporal and spatial expression of this subset of genes and found that a small group of them (*bli-1*, *col-38*, *col-49*, *col-71*, *dao*-4, and *Y41C4A.11)* showed a peak of expression in the mid L4 stage. We created transcriptional reporters for these genes, and as expected for collagen-encoding genes, we observed expression of *bli-1*, *col-38*, *col-49*, and *col*-71 reporters in hypodermal cells. The unknown gene *dao-4* showed a similar expression pattern. The L4 stage peak expression of *bli-1*, *col-38*, *col-49*, and *col-71* in hypodermal cells suggests these genes are likely to be used in synthesis of the adult cuticle. Other Wnt responsive genes with similar temporal and spatial regulation such as *dao-4* and *Y41C4A.11*, may also be involved in this process. We examined this small group of genes for phenotypes suggestive of a role in cuticle synthesis or function and found several phenotypes in RNAi-treated larvae that are consistent with that function, such as Bli, Dpy, Mlt, and defects in cuticle permeability. Significantly, *bar-1(ga80)* mutant animals also showed a defect in the cuticle permeability assay, indicating that reduction of function for this Wnt pathway component caused the same phenotype as reduction of function for putative BAR-1 targets. Finally, both expression of the endogenous genes and the penetrance of expression of transcriptional reporter constructs for three of these collagen genes were sensitive to alterations in Wnt pathway signaling in the L3 and L4 stages. The fact that a group of L4-expressed collagen genes are responsive to Wnt signaling suggests a previously unknown function for Wnt signaling in the regulation of adult cuticle synthesis.

Several major questions remain unresolved from the preliminary analysis here. First, although these genes increase in expression within an hour of ectopic activation of Wnt signaling, and show decreased expression in *bar-1* mutants, we have not yet been able to show that these genes are direct targets of the Wnt pathway. The upstream regions for the 22 genes w characterized in detail (Table 1) all have two or more predicted POP-1/TCF binding sites; in fact 20 of 22 have more observed POP-1 binding sites than predicted based on the GC content of the *C. elegans* genome (Table S9). Unfortunately, chromatin immunoprecipitation experiments using existing POP-1 reagents have not proven to be reliable in our hands. Future experiments addressing the binding of POP-1 *in vitro* and *in vivo* to sites in the promoters of these genes should help address whether these genes are direct targets of POP-1/BAR-1. Second, using modENCODE project RNASeq data across developmental stages, we identified 40 *col* genes showing a peak of expression in the L4 stage; therefore, the four Wnt-responsive col genes we identified are only fraction of the collagen genes expressed strongly at this time. It is possible that additional *col* genes others are also regulated by Wnt signaling but did not meet our criteria. Still, it is not clear why only a subset of *col* genes expressed for use in the adult cuticle would be regulated by Wnt signaling. Third, although these genes are regulated by Wnt signaling in the L4 stage, it is also clear that Wnt signaling is not solely responsible for their expression, since their L4 expression does not disappear in a *bar-1(ga80*) mutant background, but is only reduced. Additional factors are likely to act with the Wnt pathway to control the spatial [hypodermal cell type; see (Gilleard *et al.* 1997)] and temporal [mid L4 stage; see (Liu *et al.* 1995; Rougvie and Ambros 1995)] expression of these col genes in the hypodermal cell types at the L4 stage. Fourth, although we hypothesize that Wnt signaling plays a role in the regulation of expression of these genes at the L4 stage, the source and identity of the Wnt signaling tissue or cells that these genes are responding to is currently unknown. Finally, the similar spatial and temporal expression pattern of the gene *dao-4*, as well as the low penetrance Dpy phenotype caused by *dao-4* RNAi suggests this gene may function in the process of adult cuticle synthesis, but the function of the novel protein encoded by *dao-4* is currently unknown.

Our goal here was to extend our knowledge of Wnt signaling in *C. elegans* by identifying genes regulated by the WBC or “canonical” Wnt signaling pathway in that organism during larval development. We used conditional expression of a gain-of-function BAR-1 beta-catenin protein to activate Wnt signaling at the L2/L3 molt and found 104 genes that showed increased expression, and we went on to identified a small number of the Wnt-regulated genes, including a cluster of collagen-encoding genes, that are highly expressed in the fourth larval stage during normal development. Therefore, even in light of the aforementioned unanswered questions, we believe the use of a gain-of-function beta-catenin reagent to ectopically activate Wnt signaling was successful at identifying additional Wnt-regulated target genes. These genes are likely to represent *bona fide* WBC pathway target genes, and therefore these results extend the small list of known Wnt targets in *C. elegans*.

## Supplementary Material

Supporting Information

# Supplementary material for: Use of an Activated Beta-Catenin to Identify Wnt Pathway Target Genes in Caenorhabditis elegans, Including a Subset of Collagen Genes Expressed in Late Larval Development
**Source:** G3 (Bethesda). 2014 Feb 25;4(4):733–47. doi: 10.1534/g3.113.009522
**Supplement:** Supporting Information

Use of an Activated Beta-Catenin to Identify Wnt Pathway Target Genes in Caenorhabditis elegans, Including a Subset of Collagen Genes Expressed in Late Larval Development — Supporting Information 

# Use of an Activated Beta-Catenin to Identify Wnt Pathway Target Genes in *Caenorhabditis elegans*, Including a Subset of Collagen Genes Expressed in Late Larval Development

## Supporting Information for Jackson *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S2 and descriptions of Files S1-S2 and Tables S1-S9 (PDF, 1 MB)
- Figure S1 - YFP reporter expression for *pry-1, Y41C4A.11* and *sptf-2*. (PDF, 457 KB)
- Figure S2 - Cuticle integrity assay. (PDF, 734 KB)
- File S1 - *col* genes expression data (.zip, 193 KB)
- File S2 - L4 peak genes data (.zip, 101 KB)
- Table S1 - BAR-1 responsive genes identified by microarray (.zip, 60 KB)
- Table S2 - BAR-1 responsive genes in clusters (.zip, 30 KB)
- Table S3 - GO term statistics (.zip, 34 KB)
- Table S4 - Microarray data for known Wnt targets (.zip, 32 KB)
- Table S5 - YFP transcriptional reporter constructs (.zip, 35 KB)
- Table S6 - Stage-specific col genes (.zip, 47 KB)
- Table S7 - L4-peak gene identities (.zip, 55 KB)
- Table S8 - Oligonucleotides used (.zip, 32 KB)
- Table S9 - POP-1 binding sites in targets (.zip, 15 KB)

# Supplementary material for: Use of an Activated Beta-Catenin to Identify Wnt Pathway Target Genes in Caenorhabditis elegans, Including a Subset of Collagen Genes Expressed in Late Larval Development
**Source:** G3 (Bethesda). 2014 Feb 25;4(4):733–47. doi: 10.1534/g3.113.009522
**Supplement:** Supporting Information

**Use of an activated beta-catenin to identify Wnt pathway target genes in *Caenorhabditis elegans*, including a subset of collagen genes expressed in late larval development**

**Belinda M. Jackson<sup>\*,1</sup>, Patricia Abete-Luzi<sup>\*</sup>, Michael W. Krause<sup>#</sup> and David M. Eisenmann<sup>\*</sup>**

<sup>1</sup> present address: Department of Medicine, Uniformed Services University of the Health Sciences, Bethesda, MD 20814

dataset: GSE51502 (GEO)

**DOI: 10.1534/g3.113.009522**

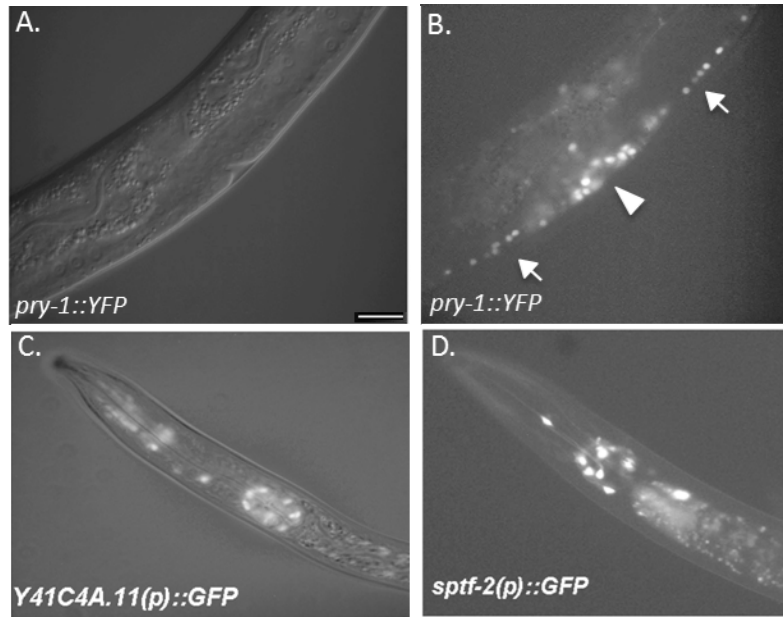

**Figure S1 YFP reporter expression for *pry-1*, *Y41C4A.11* and *sptf-2*.** (A) and (B) expression of *pry-1::YFP* transcriptional reporter in midbody region of an L4 hermaphrodite showing expression in vulval cells (arrowhead) and ventral neurons (arrows). (A) Nomarski image; (B) fluorescence image. (C) and (D) merged Nomarski and fluorescence images of the head region of L4 stage hermaphrodites showing expression from transcriptional reporters for (C) *Y41C4A.11* and (D) *sptf-2*.

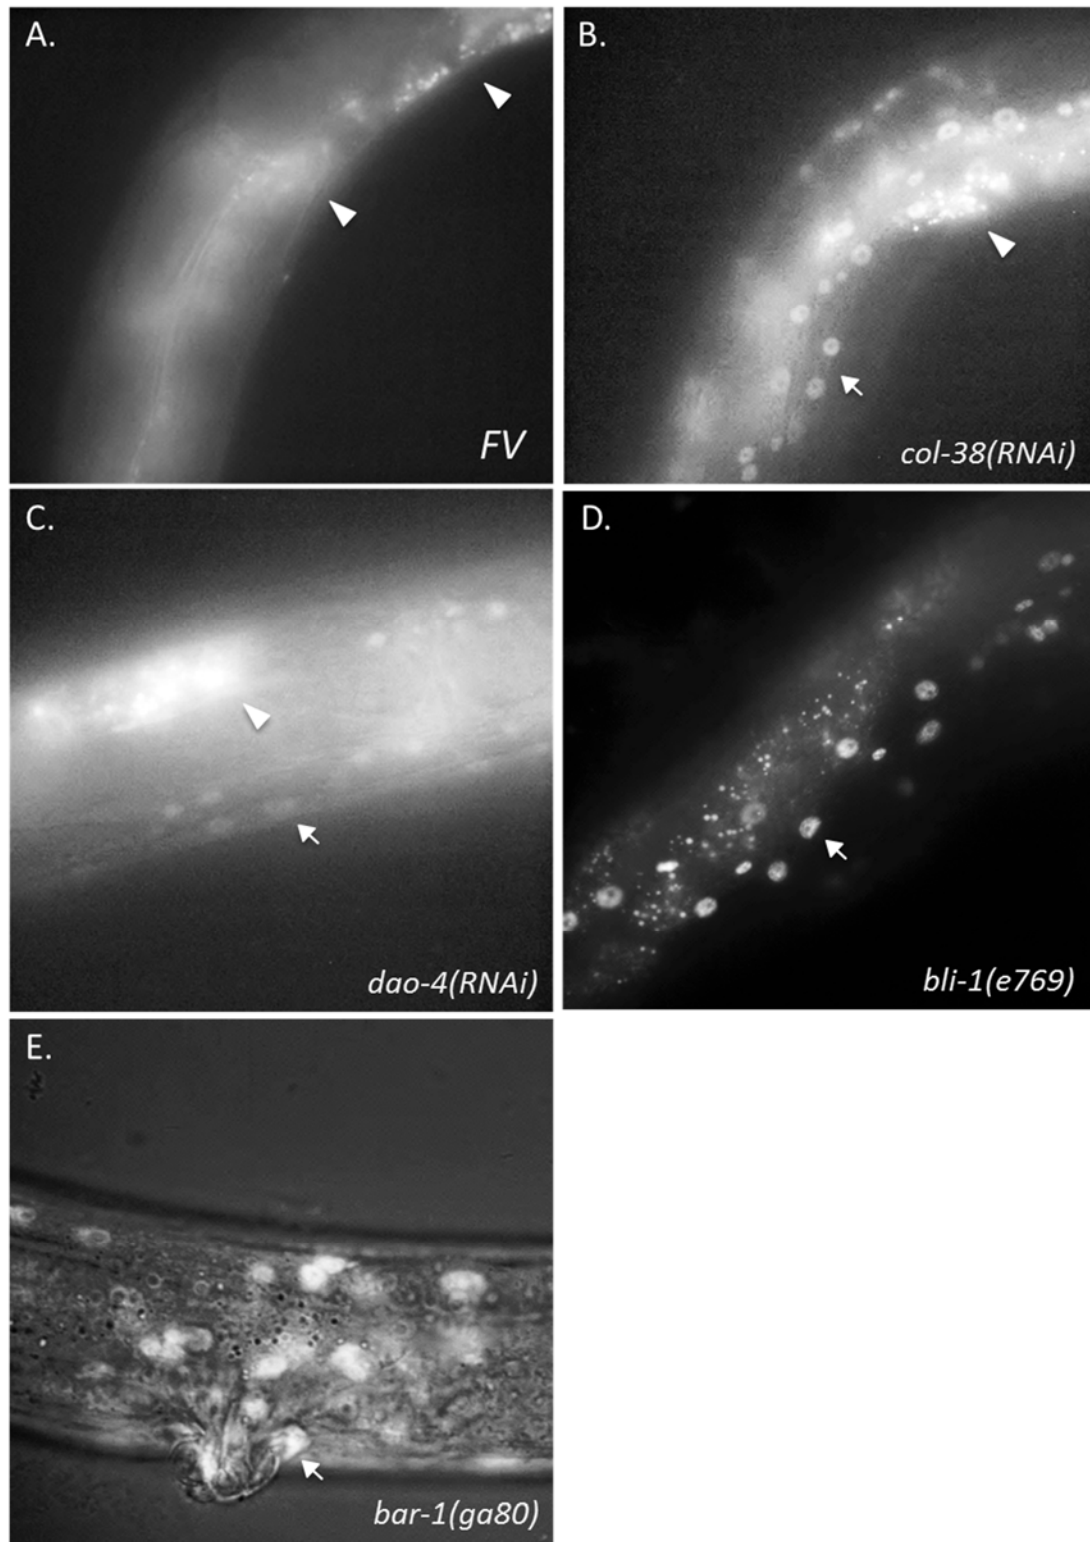

**Figure S2 Cuticle integrity assay.** Cuticle integrity was assayed in adult animals by permeability to Hoechst stain (MORIBE *et al.* 2004). (A) feeding vector (FV) control animal shows only background staining and intestinal autofluorescence (arrowheads). (C - E) *col-38(RNAi)*, *dao-4(RNAi)*, *bli-1(e769)* and *bar-1(ga80)* animals show nuclear staining (arrows) throughout the body not seen in control animals.

## File S1

### *col* genes expression data

Available for download at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.113.009522/-/DC1>

**Worksheet 1 ‘all cols’.** A set of 188 *C. elegans* ‘collagen’ genes (*col* genes; although not all gene names begin *col*) was identified as the union of those genes with either ‘nematode cuticle collagen’ (IPR002486; 164 genes) or ‘collagen triple helix’ (IPR008160; 160 genes) as an InterPro domain (<http://www.ebi.ac.uk/interpro/>). (A) Wormbase gene ID number, (B) molecular/genetic gene names, (C) physical sequence names (column C).

**Worksheet 2 ‘col developmental data’.** modENCODE RNASeq gene expression data from ((GERSTEIN *et al.* 2010)) was examined for the total expression of 184 *col* genes at seven developmental timepoints. (A) molecular/genetic gene names; (B) physical sequence names; (C-I) raw data for expression of gene at early embryo, late embryo, L1, L2, L3, L4, Adult; (J) absolute value for the stage with highest expression; (K) total of data from late embryo to young adult; (L-Q) percent of the total expression observed in each stage, late embryo to adult; (S) value for stage with the highest percent of the total expression; (T-V) values for next three highest stages. Data were sorted by ‘highest percent total expression’ (S) to identify those *col* genes for which 50% or more of the total developmental expression was observed at one time point (114/184). The stage of peak developmental expression ( $\geq 50\%$  of total expression) is indicated (X). Some genes lack expression data for the early embryo, late embryo and L1.

**Worksheet 2 ‘l emb’.** *col* genes showing at least 50% of total developmental expression in the late embryo stage. Columns are as indicated above.

**Worksheet 3 ‘L1’.** *col* genes showing at least 50% of total developmental expression in the L1 stage. Columns are as indicated above.

**Worksheet 4 ‘L2’.** *col* genes showing at least 50% of total developmental expression in the L2 stage. Columns are as indicated above.

**Worksheet 5 ‘L3’.** *col* genes showing at least 50% of total developmental expression in the L3 stage. Columns are as indicated above.

**Worksheet 6 ‘L4’.** *col* genes showing at least 50% of total developmental expression in the L4 stage. Columns are as indicated above.

**Worksheet 7 ‘YA’.** *col* genes showing at least 50% of total developmental expression in the young adult stage. Columns are as indicated above.

**Worksheet 8 ‘dauer’.** *col* genes showing a level of gene expression in the dauer larval at least three fold greater than the highest level of gene expression during any stage in development. Columns (A – J) are as indicated above. To identify *col* genes expressed in the dauer larva, we used data from *daf-2* mutant animals entering and exiting dauer from ((GERSTEIN *et al.* 2010))(columns K – M). Those genes for which the absolute value of expression in the ‘entering dauer’ animals (column L) was at least three fold higher than the highest level of expression seen at any stage of development (embryo → Adult) are indicated, with the ratio of ‘dauer level’/‘highest developmental level’ shown (column O).

**Worksheet 9 ‘by total’.** The *col* gene developmental data sorted by the total level of expression across all developmental timepoints (column K).

**File S2**

**L4 peak genes data**

Available for download at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.113.009522/-/DC1>

modENCODE RNASeq gene expression data from ((GERSTEIN *et al.* 2010)) was examined for the total expression of all genes at seven developmental timepoints. (A) physical sequence names; (B-H) raw data for expression of gene at early embryo, late embryo, L1, L2, L3, L4, Adult; (I) total of data from late embryo to young adult; (K) Percentage of total gene expression seen in L4 was calculated, and those genes showing greater than 50% of their total developmental expression in the L4 stage are shown.

## Tables S1-S9

Available for download at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.113.009522/-/DC1>

**Table S1 BAR-1 responsive genes identified by microarray.** Genes showing a statistically-significant change in gene expression of two fold or greater in response to expression of delNTBAR-1 protein. 104 upregulated genes (top) and 62 downregulated genes (bottom) are listed. Columns: (A) physical sequence name, (B) genetic or molecular name (if any), (C) known protein homology, protein domains, genetic or molecular data, (D) average fold change (triplicate) in expression between *HS::delNTbar-1* and *hs:control* strains, (F) p value. In the first worksheet, genes are sorted by fold change. In the second worksheet, genes are sorted into broad categories of function. The third worksheet gives Wormbase gene IDs for each gene.

**Table S2 BAR-1 responsive genes in clusters.** BAR- responsive genes that are located on the same cosmid. Upregulated genes above, downregulated genes below. Genes in bold are adjacent (no intervening genes). Columns: (A) physical sequence name, (B) genetic or molecular name (if any), (C) known protein homology, protein domains, genetic or molecular data, (D) average fold change (triplicate) in expression between *HS::delNTbar-1* and *hs:control* strains, (E) p value. \* indicates possible crosshybridization of probe sets between these genes.

**Table S3 GO term statistics.** Identification of overrepresented and underrepresented GO functional terms for BAR- responsive genes (upregulated genes above, downregulated genes below). Analysis was carried out using FuncAssociate at <http://lama.mshri.on.ca/cgi/func1/funcassociate> (Berriz, et al., 2009). N = number of genes with attribute in dataset; X = total number of genes with attribute; LOD = logarithm of odds; P = p value; P adj = resampling adjusted p value; attrib ID = Gene Ontology attribute; attrib name = Gene Ontology attribute name.

**Table S4 Microarray data for known Wnt targets.** Columns: (A) gene name, (B) Wnt pathway that regulates the gene (WBC = Wnt/BAR-1 canonical pathway; WBA = Wnt/beta=catenin asymmetry pathway), (C) time of development when regulation is known to occur, (D) reference, (E) average fold change (triplicate) in expression between *HS::delNTbar-1* and *hs:control* strains, (F) p value, (G) number of triplicates in which a statistically significant Increase or Decrease call was made.

**Table S5 YFP transcriptional reporter constructs.** Column A) gene; column B) amount of upstream DNA (relative to gene ATG) used to make transcriptional fusion to YFP coding sequences; column C) for *col-71* and *Y41C4A.11* additional sequences were needed to see YFP expression. In both cases, the genomic DNA from the ATG to the start of exon 3 (therefore including exons 1 and 2, introns 1 and 2) was also included in the fusion.

**Table S6 Stage-specific col genes.** modENCODE RNASeq gene expression data was analyzed for the expression of 184 *C. elegans* genes with 'collagen triple helix repeat' (IPR008160) or 'nematode cuticle collagen' (IPR002486) as a protein domain. The total expression for six developmental stages (late embryo, L1, L2, L3, L4, Adult) was summed for each gene, and the percent of the total expression observed in each stage was calculated (see Supplemental Data file 1). Genes showing greater than 50% of their total developmental expression in any stage (128/185 genes) are indicated in the column for each stage (number of genes is indicated in parenthesis). The column to the right indicates the percentage total expression observed in that stage. To identify *col* genes expressed in the dauer larva, we used data from *daf-2* mutant animals entering and exiting

dauer. Those genes for which expression in the ‘entering dauer’ animals was three fold or more higher than the highest level of expression at any stage of development (embryo → Adult) are indicated, in the last column. These data are indicated graphically in Figure S2. Genes shown in bold were identified as ‘BAR-1 responsive genes’ (Table S1).

**Table S7 L4-peak gene identities.** Columns A and B: 703 genes from the modENCODE data set (GERSTEIN *et al.* 2010) that show 50% or more of their expression in the L4 stage were identified (File S2), and are indicated by physical sequence name (A) and molecular or genetic gene name (B). Columns D and E: 72 genes that show 75% or more of their expression in the L4 stage, indicated by physical sequence name (D) and molecular or genetic gene name (E). Genes indicated in blue are BAR-1 responsive genes identified by microarray analysis (Table S1).

**Table S8 Oligonucleotides used**

**Worksheet 1.** Oligonucleotides used for qPCR validation of candidate Wnt target genes.

**Worksheet 2.** Oligonucleotides used to create YFP reporters by Gateway cloning or overlap extension. Oligonucleotides used to amplify a portion of the *bli-1* gene for RNAi by feeding.

**Table S9 POP-1 binding sites in targets.** We examined the upstream regions of 38 validated BAR-1 targets (Columns A and B) for the presence of POP-1 binding sites. The 22 genes from Table 1 are indicated in red. Column C indicates the observed fold upregulation of each gene in the microarray analysis. Column D indicates the length of upstream region analyzed (from gene ATG to the transcript of next gene upstream). Column E indicates the number of predicted POP-1 binding sites based on a sequence of that length, the GC content of the *C. elegans* genome, and a POP-1 consensus site (YTTTGWV) based on previously known POP-1 binding shown in vivo (see JACKSON AND EISENMANN 2012). This consensus site is predicted to be found once every 1214 bp. Column F shows observed sites matching the consensus POP-1 site. Green cells indicate genes with more than the predicted number of POP-1 sites. Average values for predicted and observed sites are indicated below columns E and F. Note that a few genes show an excessive number of POP-1 binding sites (e.g., *Y71D11A.3*, *pry-1*); this is due to repetitive DNA elements in the upstream region of these genes which were not masked during the search and which contain sequences matching the consensus POP-1 site.

# Supplementary material for: Use of an Activated Beta-Catenin to Identify Wnt Pathway Target Genes in Caenorhabditis elegans, Including a Subset of Collagen Genes Expressed in Late Larval Development
**Source:** G3 (Bethesda). 2014 Feb 25;4(4):733–47. doi: 10.1534/g3.113.009522
**Supplement:** Supporting Information

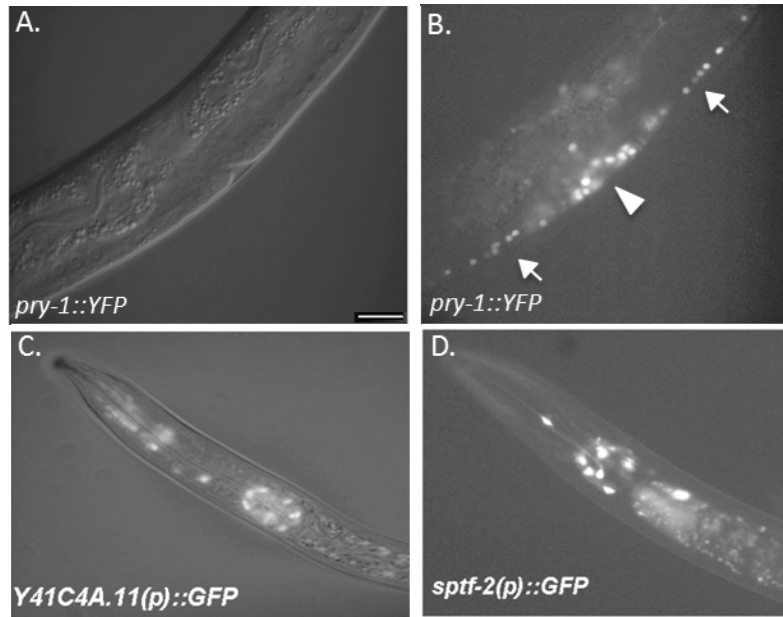

Figure S1 YFP reporter expression for *pry-1*, *Y41C4A.11* and *sptf-2*. (A) and (B) expression of *pry-1::YFP* transcriptional reporter in midbody region of an L4 hermaphrodite showing expression in vulval cells (arrowhead) and ventral neurons (arrows). (A) Nomarski image; (B) fluorescence image. (C) and (D) merged Nomarski and fluorescence images of the head region of L4 stage hermaphrodites showing expression from transcriptional reporters for (C) *Y41C4A.11* and (D) *sptf-2*.

# Supplementary material for: Use of an Activated Beta-Catenin to Identify Wnt Pathway Target Genes in Caenorhabditis elegans, Including a Subset of Collagen Genes Expressed in Late Larval Development
**Source:** G3 (Bethesda). 2014 Feb 25;4(4):733–47. doi: 10.1534/g3.113.009522
**Supplement:** Supporting Information

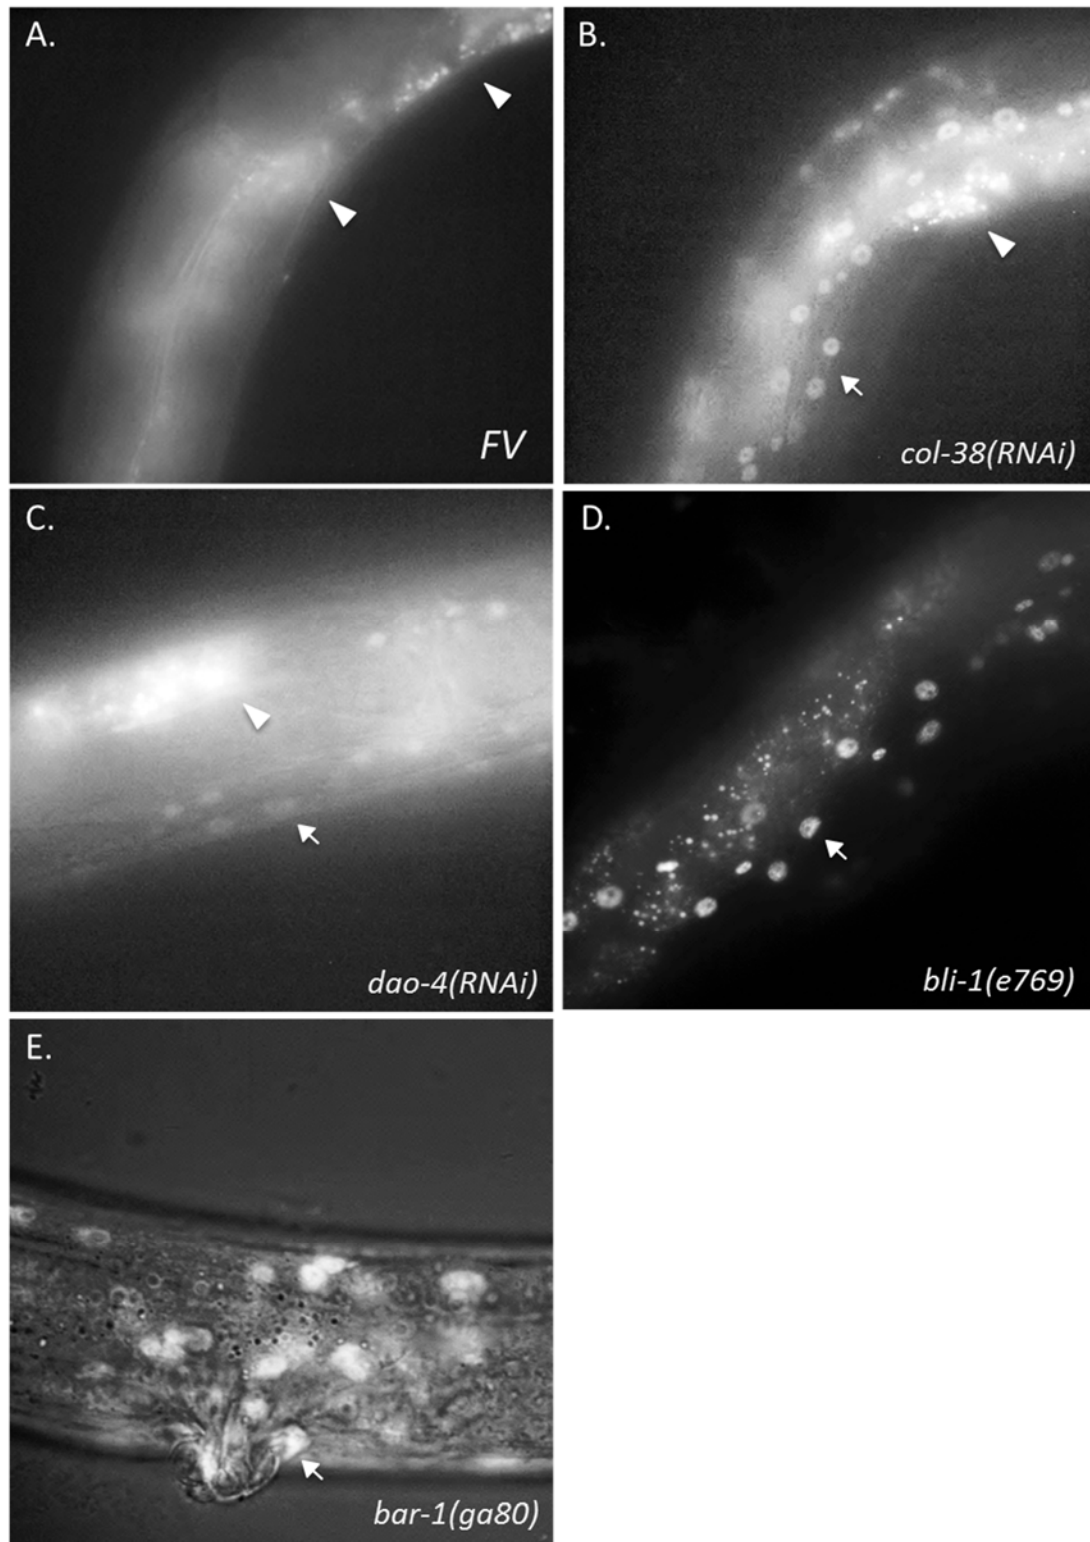

Figure S2 Cuticle integrity assay. Cuticle integrity was assayed in adult animals by permeability to Hoechst stain (MORIBE *et al.* 2004). (A) feeding vector (FV) control animal shows only background staining and intestinal autofluorescence (arrowheads). (C - E) *col-38(RNAi)*, *dao-4(RNAi)*, *bli-1(e769)* and *bar-1(ga80)* animals show nuclear staining (arrows) throughout the body not seen in control animals.

How the deposited data were processed for this re-analysis (not part of the article)

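Gene expression in whole worms was measured on the Affymetrix C. elegans genome array in 3 hs::ΔNTbar-1 and 3 hs::control samples, 1 array each. The paper describes the samples as independent biological replicates, and the condition and replicate number of each array were taken from the sample labels. The paper gives a heat shock of 38° and 5 µg of RNA prepared with a QIAGEN kit, and the labels give 30°, 6 µg and Trizol. The paper's values were used where a passage needs them.

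The authors deposited 1 table of signal intensity on a linear scale for 22625 probe sets. The methods name the Affymetrix MAS 5 software for detection calls and RMA in the Partek Genomics Suite for statistics, and the submitters' processing notes name MAS5 and Partek. The values are not on the log2 scale that RMA gives, and each array has the same trimmed mean of 500.2, so they were read as MAS 5 signal that the authors had scaled per array. Scanner files were not used here. The table has 0 columns of other samples. In no pair of arrays did more than 0.297% of the probe sets have identical values, so each array was counted as a sample of its own.

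The 77 Affymetrix control probe sets were left out, and 22548 were tested. Of these, 20766 name 1 gene in the platform annotation, 887 name several and 895 none. 20701 of the probe sets of 1 gene were matched by gene identifier to the RefSeq gene table of assembly WBcel235, which gave symbols, sequence names and the order of genes, but no coordinates. No gene is named from a probe set of several genes. For lists and single genes, each of the 17138 genes is given by the probe set with the highest mean over the 6 arrays, and the text says where another disagrees.

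Signals were turned into log2(signal + 16) with no further normalization and no filter on dim probe sets. Probe sets were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, without the replicate number in the model, and p-values were adjusted by Benjamini-Hochberg over all probe sets tested, with a threshold of 0.05. The study's criteria were applied to the same values. These are a mean change of at least 2-fold, a p of at most 0.05 in the methods' test (analysis of variance over both groups) and at least 2 of 3 arrays on the same side of the control mean. The last is a reading of the methods, which ask for agreement in direction. Table S4 of the paper counts replicates with a significant Increase or Decrease call, and no such calls were used here. A gene was counted once if any probe set of that gene alone passed.

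Before the data were examined, 47 gene lists, the tests, the alternatives and the rule for named genes were fixed. Some listed families are ones whose members the paper names as changed on these arrays. Collagen genes by stage and L4-peak genes are those of File S1 and File S2. The other lists are known Wnt targets, Wnt pathway components, heat shock genes, the ER unfolded protein response, molting genes, insulin pathway output, markers of hypodermis, seam cells, body wall muscle, pharynx, intestine, neurons, touch neurons and transgene, germ line, spermatogenesis and oocytes and embryos, the ubiquitin and proteolysis genes that the study names, transcription factors, and families by symbol (hedgehog-related, abu and pqn, nspd, nspe, nspb, ugt, oac, pgp, cytochrome P450, C-type lectin, lysozyme, saposin-like, fbxa, srw, cuticlin, glutathione S-transferase, major sperm protein, vitellogenin, histone and cytosolic ribosomal protein genes). Lists of at least 3 genes were tested with camera of limma at a preset correlation of 0.01, adjusted over the lists. Overrepresentation was tested with Fisher's exact test against all 17138 genes, and shared clones with 10000 random draws of genes. Named genes are those that the paper names for the microarray, the 10 largest changes per direction that passed limma's test with groups that did not overlap, and members of the lists that changed most. Fold changes in the paper's tables had been seen when this rule was written. A few genes outside it, named where a count is small, a clone is shared or a list's members fell short of the test, were chosen after their values were seen.

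Alternatives were quantile normalization, centring of each array on its median, leaving out probe sets under the 40th percentile of mean signal, leaving out probe sets whose type can bind several genes, a trended and robust variance model, the replicate number as a block, leaving out each array in turn, pseudocounts of 1 and 64, other tests and thresholds for calls, an estimated correlation and fry for lists, the mean of a gene's probe sets, and other ways of counting genes that share a clone. Fold changes as the ratio of mean signals without a pseudocount were added after seeing the data.

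The steps were tested on simulated arrays with the spread of the real ones. Of 100 probe sets changed 2-fold, 41 were found at an adjusted p under 0.05 and 41 by the study's criteria, and of 100 changed 4-fold, 73 and 95. Of 22348 unchanged probe sets, 9 were called by adjusted p and 69 by the criteria. With the 155 collagen genes raised by 0.5 on the log2 scale, camera gave an adjusted p of 3.26e-51, camera with an estimated correlation 0.00535 and fry 0.000563. Of the lists not named for collagen genes, camera called 1. Each probe set was simulated on its own, so the genes had no correlation. The simulation therefore does not test how the list calls behave when genes vary together. Among 100 simulated genes with 10 planted pairs, 20 shared a clone (p = 1e-04 in the permutation test, the smallest the draws can give), and among 100 random genes 4 did (p = 0.612).

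Sequencing depth does not apply to arrays. Their number, 3 per group, limits the precision, and at signals under about 100 the fold changes depend on the pseudocount. How the noise varies with the signal was not measured. The qPCR, Western blot, reporter and RNAi experiments of the paper were not analysed here.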

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

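The test of copy number at ZK593 was chosen only after the result was seen.

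Table S1 does not list 28 genes that rose and 27 genes that fell at an adjusted p under 0.05 in limma, and these were singled out because the paper does not discuss them under these names. Some may be Table S1 genes under another name, since 18 of its names have no probe set of that gene alone, and without dim probe sets 633 probe sets passed in place of 152. Among them Y41C4A.32 had a log2 fold change of 4.28 (the paper discusses Y41C4A.11 of the same clone, which no probe set names here), col-63 of 1.94, Y39B6A.7 of 1.96, str-250 of 1.35 and Y37H2A.14 of 1.60 (adjusted p = 0.0298), and Y38E10A.14 of -2.33, mig-21 of -2.29, Y39H10A.1 of -1.98 (adjusted p = 0.0112; -3.61 and -0.92 with pseudocounts of 1 and 64), cutl-11 of -1.58 (0.0149; -2.54 and -0.76) and hmit-1.2 of -1.16 (0.0141). Y41C4A.32 and Y38E10A.14 passed without each of the 6 arrays. With 1 array left out, the adjusted p was 0.0647 to 0.125 for Y37H2A.14 (0.0617 with a pseudocount of 1), 0.0536 to 0.086 for cutl-11 and 0.0658 to 0.0825 for hmit-1.2, and Y39H10A.1 passed only without hs::control replicate 2 or 3 (0.0345 to 0.0673).

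The lower genes of clone ZK593 lie next to each other in the gene order of the reference. Of the 12 genes in the run from pyk-2 to fic-1, 8 could be measured, and all 8 had a log2 fold change under -0.7 (share 1, median -1.39, from -1.50 to -0.76), while 18 flanking genes with a signal of at least 100 had a median of -0.08 (from -1.12 to 0.66), and the next gene, ZK593.9, was at -0.06, but the measured pair after it fell (nsph-3.1 at -2.68, under that signal, and Y69E1A.5 at -1.12). A hypothesis is that the strains may differ in the copy number of this segment, for which a common factor over unlike genes is needed, but the 7 genes at a similar factor (-1.50 to -1.28) are in Table S1 and were picked for being lower, so they do not test it. A response of single genes was tested on the 1 gene of the run that Table S1 does not list, ZK593.2, at -0.76 (standard error 0.22, adjusted p = 0.225), off the factor of the other 7, and 1 gene is too few to decide either explanation. A shared response to ΔNTBAR-1, as the paper proposes for neighbouring genes, stays open and was not tested, and RNA alone cannot separate it from copy number.

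The 22 L4-peak collagen genes with a signal of at least 100 had a median log2 fold change of 0.25 (95% interval -0.06 to 0.93), and 0.08 (-0.15 to 0.28) for the 17 outside Table S1. The 95% intervals here come from resampling genes, and the percentile below from random draws of genes. Genes are not independent replicates and the arrays were not resampled, so the error between arrays is left out. A candidate explanation is that hs::ΔNTbar-1 animals were further along in development: the 21 L4-peak genes that are neither collagens nor in Table S1 had a median of 0.18 (95% interval 0.02 to 0.26, the 99.6th percentile of random lists), which lies between the values set beforehand as deciding for it and against it. Another is a change of all cuticle collagens together: the 76 collagen genes that are not L4-peak had a median of 0.18 (0.08 to 0.30), which also decides nothing. Molting genes (median 0.22) and hypodermis markers (0.19) also lay above other genes in camera and pharynx markers below (-0.29), none of them with an estimated correlation. Both explanations stay open beside a response to ΔNTBAR-1 itself.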

How the results depend on the processing

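Over all results and alternatives, 1486 values kept their direction and side of the threshold (for counts, lay within 1.5 times the reported one), 467 lost the threshold, 91 passed it newly, 48 counts moved and 15 values changed direction. Where 1 array was left out, these were 552, 319, 1, 18 and 10, and fewer arrays by construction widen the error; otherwise the cause was not tested. The 152 probe sets called were 3033 (1583 higher, 1450 lower) in the methods' t-test at its threshold of p and 30 (15 and 15) after Benjamini-Hochberg, 28 at an adjusted p under 0.01, 633 without dim probe sets, 89 without probe sets that can bind several genes, 833 with a trended and robust variance, 89 and 389 with pseudocounts of 1 and 64, and 23 to 44 with 1 array left out. Centring of each array kept 129 of the 152. No setting moved the median of all probe sets by more than 0.03. By the study's criteria 140 genes were higher and 105 lower; these were 60 and 42 with limma's adjusted p, 221 and 216 with a pseudocount of 1, 66 and 50 with a pseudocount of 64, and 63 lower without dim probe sets. With the ratio of mean signals without a pseudocount, chosen after seeing the data, they were 237 and 215. The Table S1 calls, 49 higher and 25 lower, were 81 and 45 without dim probe sets, 85 and 53 with the trended variance, 31 higher with a pseudocount of 1, 82 higher with one of 64, 15 lower without probe sets that can bind several genes, and 9 to 15 higher and 7 to 12 lower with 1 array left out. With 1 array left out, bar-1 lay between 4.28 and 4.99 and pry-1 between 1.12 and 1.22. Of 47 lists, camera called 16, 0 with an estimated correlation and 8 without probe sets that can bind several genes; fry, which tests a list against no change and not against other genes, called 8.

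The 18 higher genes sharing a clone became 4 (p = 0.166) with an adjusted p and 2-fold, 14 (0.0675) with quantile normalization, 12 (0.0806) with centring, 10 (0.0579) without probe sets that can bind several genes, 28 (0.0795) with a pseudocount of 1, and 10 to 25 with 1 array left out (permutation tests). The odds ratio of L4-peak genes was 2.1 (p = 0.0888, Fisher's exact test) among the higher genes without probe sets that can bind several genes and 25.2 without dim probe sets, a filter that genes can pass because they rose. Among the lower genes it was 0.768 with quantile normalization, 0.909 with centring, 0 without dim probe sets, 0.533 with a pseudocount of 64 and 0.706 to 1.52 with 1 array left out. egl-18 was at 0.00 with centring and -0.14 to 0.35 with 1 array left out, ceh-10 at -0.31 to 0.07, end-1 at -0.01 to 0.41 and end-3 at -0.22 to 0.38. The call of collagen genes among the higher genes, that of lower genes sharing a clone and the result for transcription factors kept their side of the threshold in each setting run, and none of the known Wnt targets passed. bar-1 has no value without probe sets that can bind several genes, and the trended variance does not enter the criteria, Fisher's or clone tests. Signals under about 100 limit what the arrays can show.

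Whether same-numbered replicates pair could not be settled. Their deviations from the group mean had correlations across probe sets, which are not independent replicates, of 0.07, -0.02 and 0.06. Arrays of other numbers had -0.09 to 0.03, below 0.07 and 0.06. A block by replicate number leaves fewer degrees of freedom for the error, which by itself costs calls. With the replicate number as a block, 2 probe sets passed, 0 higher and 1 lower Table S1 gene passed, bar-1 was at 4.58 (adjusted p = 0.111), pry-1 at 1.16 (0.139), and 12 higher genes shared a clone (p = 0.0515, permutation test).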

Differences from the paper's values

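By the study's criteria 105 genes were lower here, and the paper's value is 62; without dim probe sets (63), without probe sets that can bind several genes (83), with the replicate block (70), with a pseudocount of 64 (50) and with limma's adjusted p (42) the count was within 1.5 times the paper's, and in the other settings it was not. The rule for agreement between replicates used here may be looser than the study's, and its part in these gaps was not tested. The lower genes had a mean change of 3.46-fold, against the paper's 7.2. Without the gene of the largest change it was 2.95-fold, against the paper's 3.5. No setting fixed beforehand brought the mean over all within 1.5 times the paper's. The ratio of mean signals without a pseudocount, chosen after seeing the values, did (5.13-fold) and dropped 0 of the 129 Table S1 genes that met the criteria. With that ratio the counts lay further from the paper's, at 215 lower genes, 35 L4-peak genes in both directions and 3 higher transcription factor genes. It therefore does not reconcile the 2 sets of values. Of transcription factor genes 2 were higher, against the paper's 1; the count was 1 without dim probe sets, without hs::ΔNTbar-1 replicate 2 and with a pseudocount of 64. Of L4-peak genes 21 met the criteria in both directions, against the paper's 12; without dim probe sets (12), without probe sets that can bind several genes (11) and with a pseudocount of 64 (12) the gap closed.

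Of 150 fold changes of Table S1 compared, 11 differ, and the median ratio to the paper's fold is 0.982. oac-30 changed 3.3-fold here and 7.1-fold in the paper, in every setting. cTel55X.1 was at -13.7 and at the paper's -244.4, and no setting closed the gap on this probe set; its other probe set was at -56.7, and the ratio of mean signals there without a pseudocount, chosen after seeing the values, is -245. nsph-3.1 was at -6.39 and at the paper's -16, and with a pseudocount of 1 at -26.1; no setting closed the gap. sdz-35 was at 2.2 and at the paper's 6.6, and with a pseudocount of 1 at 6.78. cest-1.1 was at 1.41 and at the paper's 3.2, and lys-5 at -1.09 and at the paper's 2.4, and both differed in every setting that kept their probe sets. exc-6 (inft-1 in the paper) was at 3.34 and at the paper's 2, and with a pseudocount of 64 at 2.64. BE10.4 was at -2.35 and at the paper's -4.7, and the gap closed with a pseudocount of 1 (-4.4) and without hs::ΔNTbar-1 replicate 2 (-3.17). The ratio of mean signals also closed the gaps of sdz-35 (8.83) and BE10.4 (-3.11). W01F3.2 was at -1.42 and at the paper's -2.3, and acs-2 at -4.15 and at the paper's -2.2, in every setting, while other probe sets gave -2.47 and -1.98. col-150 was at -3.07 and at the paper's -2, and the gap closed without hs::ΔNTbar-1 replicate 1 (-2.65), without hs::control replicate 1 (-2.89), without hs::control replicate 3 (-2.8) and with a pseudocount of 64 (-2.71). Of 7 fold changes of Table S4 compared, 2 differ. egl-5 was at -1.24 and at the paper's 1.023, and differed in every setting that kept its probe set. ceh-13 was at 1.2 and at the paper's -1.04729, a gap that closed without hs::ΔNTbar-1 replicate 2 (-1.07).

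Of the genes that Table S1 lists, 81 of 95 measured up-regulated genes and 48 of 55 measured down-regulated genes met the criteria here. Those that did not include, among the genes listed as up-regulated, lys-5 (log2 fold change -0.13), E03H4.4 (0.80), grl-10 (0.97), ubh-4 (0.98), ttr-22 (0.75), cest-1.1 (0.50), C08B11.9 (0.85) and cutl-27 (0.88), and among those listed as down-regulated col-91 (-0.99), cyp-32A1 (-0.95, and -0.11 on another probe set), T09B4.5 (-0.97, and -0.91) and C26F1.1 (-0.66). Another probe set of C26F1.1 gave -0.20, but its signals of 12.7 and 19.1 are near the bottom of the scale. The paper reports no overrepresented class among its down-regulated genes; here collagen genes, 1 class tested alone, were 4 of the 105 lower genes (Fisher's exact test, p = 0.0152), and 1 of the 53 that fell in limma (p = 0.383). The paper's text states that no L2-peak or dauer-peak collagen gene was responsive, while Table S1 lists col-150; here 1 L2-peak gene, col-58 (-1.24), and 2 dauer-peak genes, col-150 (-1.62) and col-40 (2.29-fold lower), met the criteria as lower, and none of them passed limma's test. Of these, col-58 and col-40 were dim, and in some settings they changed less than 2-fold (-0.83 and -0.64 at the least). Of the 6 L4-peak collagen genes found here, the paper names all but col-63.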

Other observations

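The gene lists not described above were fixed with the others. Molting genes, the unfolded protein response of the ER and hypodermis markers lay above other genes in camera, and pharynx, lysozyme, histone and ribosomal protein genes below. With an estimated correlation none of these 7 lists passed (adjusted p from 0.275 to 0.774). The collagen list, also above other genes in camera but not with an estimated correlation (adjusted p = 0.444), had a median log2 fold change of 0.17. None of the 30 molting genes passed limma's test (12 at an unadjusted p of at most 0.05, 11 in the methods' test, 6 higher and 2 lower when adjusted over the list alone). mlt-10 was at a log2 fold change of 1.13 (adjusted p = 0.13; 0.90 on another probe set) and the patched-related gene ptr-18 at 0.94 (0.0618). The median was 0.22 and the camera adjusted p 0.00535 (adjusted p = 0.473 with an estimated correlation; 0.183 without probe sets that can bind several genes, 0.0879 without hs::ΔNTbar-1 replicate 1 and 0.0553 without hs::control replicate 3). None of 14 genes of the ER unfolded protein response passed (2 unadjusted, 3 in the methods' test, 2 when adjusted over the list alone), but 100% had values above 0, with hsp-4, the gene of BiP, at 1.22 (0.0718) and ckb-2 at 1.13 (0.0618). The camera adjusted p was 0.00759 (adjusted p = 0.473 with an estimated correlation). None of 12 hypodermis genes passed (7 unadjusted, 6 in the methods' test, 3 higher and 1 lower when adjusted over the list alone), and the collagen gene sqt-1 was at 0.77 (0.065). The camera adjusted p was 0.031 (adjusted p = 0.473 with an estimated correlation, 0.061 with centring, 0.114 without probe sets that can bind several genes, 0.159 without hs::ΔNTbar-1 replicate 1 and 0.141 without hs::control replicate 3).

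None of 16 pharynx genes passed limma's test (7 unadjusted, 7 in the methods' test, 6 lower and 1 higher when adjusted over the list alone). Their median was -0.29, the troponin genes tnt-4 and tni-4 were at -0.48 and -0.44, and the camera adjusted p was 0.00169 (adjusted p = 0.343 with an estimated correlation). Of 16 lysozyme genes lys-7 alone fell (1 lower when adjusted over the list alone); the median was -0.25 and the camera adjusted p 0.00759 (adjusted p = 0.275 with an estimated correlation, 0.0784 without probe sets that can bind several genes, 0.0951 without hs::ΔNTbar-1 replicate 3 and 0.0524 without hs::control replicate 1). None of 26 histone genes passed (5 unadjusted, 5 in the methods' test, none over the list alone), with a camera adjusted p of 0.0132 (adjusted p = 0.658 with an estimated correlation, 0.937 without probe sets that can bind several genes, 0.056 without hs::ΔNTbar-1 replicate 2 and 0.249 without hs::control replicate 1). None of 75 ribosomal protein genes passed (2 unadjusted, 9 in the methods' test, none over the list alone); their median was -0.10 and the camera adjusted p 0.000237 (adjusted p = 0.774 with an estimated correlation, 0.451 with quantile normalization and 0.298 without hs::control replicate 1).

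The other lists did not stand apart in camera. The adjusted p was 0.996 for heat shock genes, 0.807 for seam cells, 0.918 for body wall muscle, 0.245 for intestine, 0.0615 for neurons, 0.204 for touch neuron and transgene markers, 0.29 for germ line, 0.631 for spermatogenesis, 0.414 for oocytes and embryos, 0.491 for cytochrome P450, 0.866 for C-type lectin, 0.86 for saposin-like, 0.468 for fbxa, 0.898 for srw, 0.591 for cuticlin, 0.245 for glutathione S-transferase, 0.505 for major sperm protein and 0.67 for vitellogenin genes. Single members that passed limma's test were clec-60 (1.22, adjusted p = 0.0332), cutl-11 and mec-17, a gene of the touch neurons (-0.72, adjusted p = 0.0488), besides cyp-33C8 and spp-13. With any 1 array left out, the adjusted p was 0.0764 to 0.137 for clec-60 (0.0572 with centring, 0.0636 with a pseudocount of 1) and 0.134 to 0.177 for mec-17 (0.0641 and 0.0759). The transgenes of both strains were made with mec-7::GFP and dpy-20(+), and mec-7 was at -0.68 (adjusted p = 0.185; -0.25 on another probe set) and dpy-20 at 0.68 (0.0909).

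The hsp-70 signal was 134, 1546 and 269 on the hs::ΔNTbar-1 arrays and 1384, 98.5 and 104 on the hs::control arrays (log2 fold change 0.60, standard error 1.25, adjusted p = 0.882 from limma), and hsp-16.2 was at 0.72 (adjusted p = 0.537).

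Of the 10 splits of the 6 arrays into 3 and 3, the real one called 152 probe sets, 245 genes by the study's criteria and 16 lists, and the highest of the others 0, 95 and 6. With 10 splits, of which the real one is 1, the share cannot be under 0.05.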
